# Transcriptome-wide comparison of the impact of Atoh1 and miR-183 family on pluripotent stem cells and multipotent otic progenitor cells

**DOI:** 10.1371/journal.pone.0180855

**Published:** 2017-07-07

**Authors:** Michael Ebeid, Prashanth Sripal, Jason Pecka, Kirk W. Beisel, Kelvin Kwan, Garrett A. Soukup

## Abstract

Over 5% of the global population suffers from disabling hearing loss caused by multiple factors including aging, noise exposure, genetic predisposition, or use of ototoxic drugs. Sensorineural hearing loss is often caused by the loss of sensory hair cells (HCs) of the inner ear. A barrier to hearing restoration after HC loss is the limited ability of mammalian auditory HCs to spontaneously regenerate. Understanding the molecular mechanisms orchestrating HC development is expected to facilitate cell replacement therapies. Multiple events are known to be essential for proper HC development including the expression of Atoh1 transcription factor and the miR-183 family. We have developed a series of vectors expressing the miR-183 family and/or Atoh1 that was used to transfect two different developmental cell models: pluripotent mouse embryonic stem cells (mESCs) and immortalized multipotent otic progenitor (iMOP) cells representing an advanced developmental stage. Transcriptome profiling of transfected cells show that the impact of Atoh1 is contextually dependent with more HC-specific effects on iMOP cells. miR-183 family expression in combination with Atoh1 not only appears to fine tune gene expression in favor of HC fate, but is also required for the expression of some HC-specific genes. Overall, the work provides novel insight into the combined role of Atoh1 and the miR-183 family during HC development that may ultimately inform strategies to promote HC regeneration or maintenance.

## Introduction

Cochlear hair cells (HCs) within the inner ear are the mechanoreceptor epithelial cells of the auditory system. These cells are vulnerable to damage by different factors including noise, drugs or aging. The inability of mammalian HCs to regenerate after ototoxic damaged leads to sensorineural hearing loss [1]. Hearing loss is a major health concern that affects over 5% of the world’s population, (approximately 360 million people) [2]. Currently, the only clinical treatment for a severe-to-profound sensorineural hearing loss is cochlear implantation, which provides variable outcomes [3]. Current research hopes to provide a basis for HC regeneration or replacement therapies that will restore natural hearing. Such efforts require better understanding of the molecular mechanisms orchestrating HC development and maintenance.

Development of the inner ear requires a precisely timed cascade of molecular events leading to a sequence of cell fate determinations. The molecular mechanisms guiding this process are not fully elucidated, yet some genes are shown to be crucial for the process. One of the key events is the expression of a proneural basic helix-loop-helix (bHLH) transcription factor Atoh1, which is necessary for HC development and is thought to be the earliest determinant of HC fate [4,5]. Furthermore, overexpression of Atoh1 is shown to be contextually sufficient to drive ectopic HC generation [6,7]. Since Atoh1 is crucial for differentiation of other neuronal cell types such as cerebellar granule cells [8] and spinal cord interneurons [9], as well as non-neuronal cell types such as intestinal secretory cells [10], it is believed that the cellular context is an important determinant of Atoh1 function. Previous studies have described some Atoh1 target genes in the cerebellum [11] and the developing spinal cord [12] utilizing chromatin immunoprecipitation and sequencing. Yet only a handful of Atoh1 target genes have been validated for HCs [13]. To date, the molecular mechanisms underlying the role of Atoh1 in HC differentiation and the contextual prerequisite for such a role are not well understood.

Another level of gene regulation during development is achieved by small non-coding RNAs termed microRNAs (miRNAs). These RNAs post-transcriptionally silence complementary target mRNAs [14]. A number of miRNAs are expressed in the mammalian inner ear and may contribute to proper development of the sensory epithelia including the miR-183 family (*miR-183*, *miR-96* and *miR-182*). These miRNAs are coordinately expressed from one primary miRNA transcript [15], and family member sequence and expression are highly conserved in neurosensory organs across phyla [16]. Mutations in *miR-96* seed sequence, the region corresponding to nucleotides 2–8 that interact with target mRNAs, underlie the genetic cause of progressive hearing loss in humans [17]. Previous studies investigated the role of miR-183 family in HC development and maintenance [18–20], yet few target genes have been validated. The molecular mechanisms underlying such role are yet to be identified.

In this work, we investigate the impact of Atoh1 and/or miR-183 family expression on the transcriptomes of two different cell models; pluripotent mouse embryonic stem cells (mESCs) representing a developmentally naive context and mouse multipotent otic progenitor (iMOP) cells as an otic fate-restricted context. Our study provides novel insight into the contextually-dependent role of Atoh1 and miR-183 family in HC development.

## Materials and methods

### Expression vectors

The miRNASelect pEGP-miR cloning and expression vector (Cell Biolabs) was used as a backbone for construction expression vectors. Three miR-183 family members (*miR-183*, *miR-96*, and *miR-182*) were inserted into the human beta globin intron, and the GFP-Puro cassette was replaced with a bicistronic cassette encoding Myc-tagged murine Atoh1 and a tandem dimer Tomato red fluorescence protein (RFP). Atoh1 and RFP coding sequences were separated by a picornaviral 2A peptide coding sequence that enables production of individual products upon translation. From this parent construct termed p183AT, a series of expression vectors were constructed by deleting the Myc-tagged Atoh1 coding sequence and/or the miRNAs (Table 1). The entire expression cassette of each plasmid was sequence verified to ensure design integrity. Each plasmid vector was also converted and produced as an adenoviral vector (Vector Biolabs).

**Table 1:** Plasmid (p) and adenoviral (Ad) vector nomenclature and content.

Vector Nomenclature	Expressed Components		
	miR-183 family	Atoh1	RFP
pT/Ad-T			+
p183T/Ad-183T	+		+
pAT/Ad-AT		+	+
p183AT/Ad-183AT	+	+	+

### Cell culture and transfection

Mouse embryonic stem cells (mESCs) were obtained from The American Type Culture Collection (ATCC ES-D3 cell line). Cells were cultured on a confluent layer of mitotically arrested mouse embryonic fibroblasts in KnockOut DMEM (Life Technologies) containing 15% stem cell-certified fetal bovine serum (Life Technologies), 1000 U/mL mouse leukemia inhibitory factor (Millipore), 1% penicillin-streptomycin and 1% non-essential amino acids. Mouse immortalized multipotent otic progenitor (iMOP) cells are a monoclonal fate-restricted cell line generated by transient expression of c-Myc in *SOX2*-expressing otic progenitor cells obtained from E11.5 mouse cochlea [21]. iMOP cells were cultured in DMEM/F12 Ham’s media (Life Technologies) containing 25 μg/ml carbenecillin, B27 serum free supplement (Life Technologies) and 20ng/mL recombinant murine FGF-basic (Peprotech). HEK293 cells used for validation of prepared vectors were obtained from ATCC. Cells were cultured in DMEM media (Life Technologies) containing 5% fetal bovine serum, 1% penicillin-streptomycin-amphotericin and 1% non-essential amino acids.

Transfection of mESCs was conducted 24 hours after plating using Lipofectamine 2000 (Life Technologies) according to the manufacturer protocol, and cells were incubated for 48 hours. Jet Prime transfection reagent (Polyplus) was used to transfect iMOP cells according to the manufacturer protocol, and transfected cells were incubated for 48 hours. HEK293 cells at 90% confluency were infected with the adenoviral vectors using a cell:viral particle ratio of 1:10 and analyzed 48 hours post-infection.

### Cell sorting and RNA isolation

Fluorescence activated flow cytometric analysis and sorting of RFP-positive cell was performed using a FACS Aria instrument (BD Biosciences) with a 610/20 nm band-pass filter. Approximate expression efficiency was assessed from 10,000 total cells by determining the percentage of cells that were RFP positive compared to untransfected control. Fluorescence activated cell sorting was performed in the same session and RFP-positive mESC cells were collected in fresh media supplemented with 30% stem cell-certified FBS. iMOP cells were sorted directly into lysis buffer with subsequent RNA extraction.

Total RNA was isolated from RFP-positive cell populations immediately after sorting using the mirVana miRNA Isolation Kit (Life Technologies) according to the manufacturer protocol. RNA integrity was assessed using a Bioanalyzer (Agilent) and total RNA was stored at -80°C.

### Microarray analysis

Microarray analysis was performed using 200 ng of total RNA from each sample. RNA was reverse transcribed using the WT PLUS Reagent Kit (Affymetrix, Santa Clara, CA) according to the manufacturer protocol. Hybridization, washing and staining were performed using protocols and reagents recommended for GeneChip Mouse Gene 2.0 ST Arrays (Affymetrix) and the Affymetrix Gene Chip System. All arrays passed the quality control metrics for hybridization kinetics, background and specificity as outlined by Affymetrix for the 2.0 ST Array. Expression Console software (Affymetrix) was used to normalize data and generate probeset intensity values, and Transcriptome Analysis software (Affymetrix) was used to statistically analyze data using a one-way ANOVA test. Heat maps, hierarchical clustering and Venn diagrams for gene expression analysis were generated using R Bioconductor [22]. The data discussed in this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE81667. An analysis of raw data are provided in S1 and S2 Tables.

### Reverse transcription and quantitative PCR analysis (qRT-PCR)

For mRNA detection, the TaqMan Reverse Transcription Kit (Life technologies) was used to reverse-transcribe RNA according to the manufacturer protocol. qPCR was performed using Taqman Fast Advanced Universal PCR Master Mix (Life Technologies), and reactions were analyzed using a 7500 Fast Real-Time PCR Instrument (Applied Biosystems). The complete list of Taqman assay IDs are provided in S3 Table. Data analysis was performed using the comparative C_T_ method, and statistical significance was determined using a two-tailed Student’s t-test (p<0.05). For validation experiments, a distinct RNA samples from that used for microarray analysis was generated to ensure reproducibility of results.

For mature miRNA detection, poly(A) tailing and reverse transcription of total RNA was conducted using the NCode VILO miRNA cDNA Synthesis Kit (Invitrogen) according to the manufacturer protocol. qPCR was performed using the Express Sybr Green ER miRNA qRT-PCR Kit (Invitrogen), and reactions were analyzed using a 7500 Fast Real-Time PCR instrument (Applied Biosystems). Primers used for specific RNA detection included U6 5′-GCAAATTCGTGAAGCGTTCCAT, miR-21 5′-CGGTAGCTTATCAGACTGATGTTGA, miR-183 5′-GGTATGGCACTGGTAGAATTCACT, miR-96 5′-TGGCACTAGCACATTTTTGCT, miR-182 5′-CTTGGCAATGGTACAACTCACA.

### Western blot analysis

Total protein was extracted from cell lysates, and Bradford assays were used to determine protein concentration. Samples were separated on 4–20% Mini-Protean Tgx Precast polyacrylamide gels (Bio-Rad). Gels were transferred to a nitrocellulose membrane using the iBlot 7-Minute Blotting System (Invitrogen). Membranes were blocked overnight using 5% milk protein and subsequently incubated at 4°C with monoclonal mouse anti-Myc primary antibody (ABM) for 24 hours. The blot was washed and incubated for 1 hour with a goat anti-mouse horseradish peroxidase-conjugated secondary antibody (Santa Cruz) diluted 1:4000. Horseradish peroxidase activity was detected using the SuperSignal West Femto Maximum Sensitivity Substrate Kit (Thermo Scientific), and chemiluminescence was detected using a ChemiDoc XRS+ Molecular Imager (Bio-Rad).

## Results

### Vector expression of miR-183 family members and Atoh1 protein

HEK293 cells were used to validate miR-183 family and Atoh1 expression from vectors derived from the parent construct (Fig 1A). qRT-PCR analysis of mature miRNA expression demonstrated a statistically significant increase in miR-183 (55 fold), miR-96 (6 fold) and miR-182 (33 fold) in cells infected with Ad-183T compared to cells infected with the control vector Ad-T (Fig 1B). Conversely, there was no significant change in unrelated miR-21 expression. Western blot analysis using anti-Myc antibody confirmed the presence of Myc-tagged Atoh1 protein in lysates from cells infected with Ad-183AT compared to uninfected control (Fig 1C). A band at the approximate expected size for Myc-tagged Atoh1 (43 KDa) confirms production of individual proteins using the picornaviral 2A peptide sequence, whereas a relatively smaller amount of a higher molecular weight protein likely represents conjugated Atoh1-RFP production that reflects a slight inefficiency in picornaviral 2A peptide “cleavage”.

**Fig 1:**
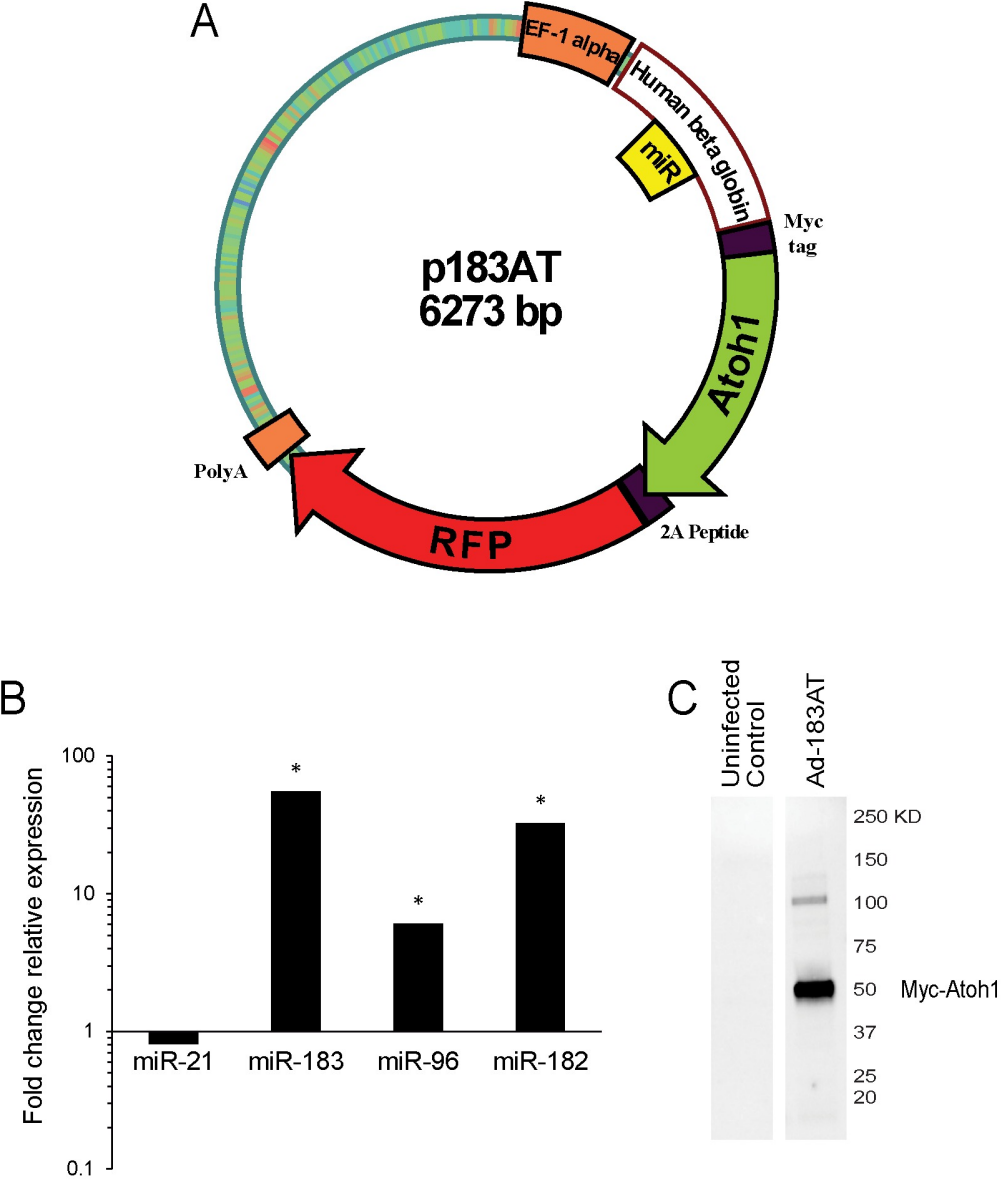
Expression vector design and validation. (A) Schematic diagram of the parent expression vector p183AT for combined production of miR-183 family members (miR), Atoh1 transcription factor, and red fluorescent protein (RFP). The primary transcript is produced from an EF-1 alpha promoter, the miRNAs are processed from a human beta globin intron, and Atoh1 and RFP are separately produced by picornaviral 2A peptide “cleavage”. (B) qRT-PCR validation of miR-183 family member expression in HEK 293 cells. Shown is fold change in expression of miR-21, miR-183, miR-96, and miR-182 in total RNA from Ad-183T infected cells relative to Ad-T. miRNA detection levels were normalized to U6 snRNA. Asterisks indicate statistically significant differences (p<0.05) determined using a two-tailed, type 2 Student’s t-test (n = 3). (C) Western blot analysis of lysates from uninfected control and Ad-183AT infected HEK293 cells showing Myc-tagged Atoh1 detection at the approximate expected size of 43 KDa.

### mESC and iMOP cell transfection efficiency

mESCs were not amenable to infection with adenovirus vectors (data not shown). Therefore mESCs and iMOP cells were transfected with each plasmid vectors (pT, pAT, p183T or p183AT) and analyzed 48 h post-transfection. RFP expression was confirmed by fluorescence microscopy and the percent RFP-positive cells was determined using flow cytometric analysis as the average of three different samples for each vector (Fig 2). In mESCs, pT-transfected cells showed the highest percentage of RFP-positive cells with an average transfection efficiency of 70.2% (Fig 2A). In general, iMOP cells exhibited poorer transfection efficiency (Fig 2B), where the percentage of RFP-positive cells was approximately one-fifth that for mESCs (Fig 2B). Additionally, there was an observed decrease in RFP expression from bicistronic vectors producing both Atoh1 and RFP versus monocystronic vectors producing only RFP. Nevertheless, fluorescence-activated cell sorting (FACS) enabled isolation of 2x10^5^ to 1x10^6^ RFP-positive cells from each transfected culture, from which total RNA was extracted for microarray and qRT-PCR analyses.

**Fig 2:**
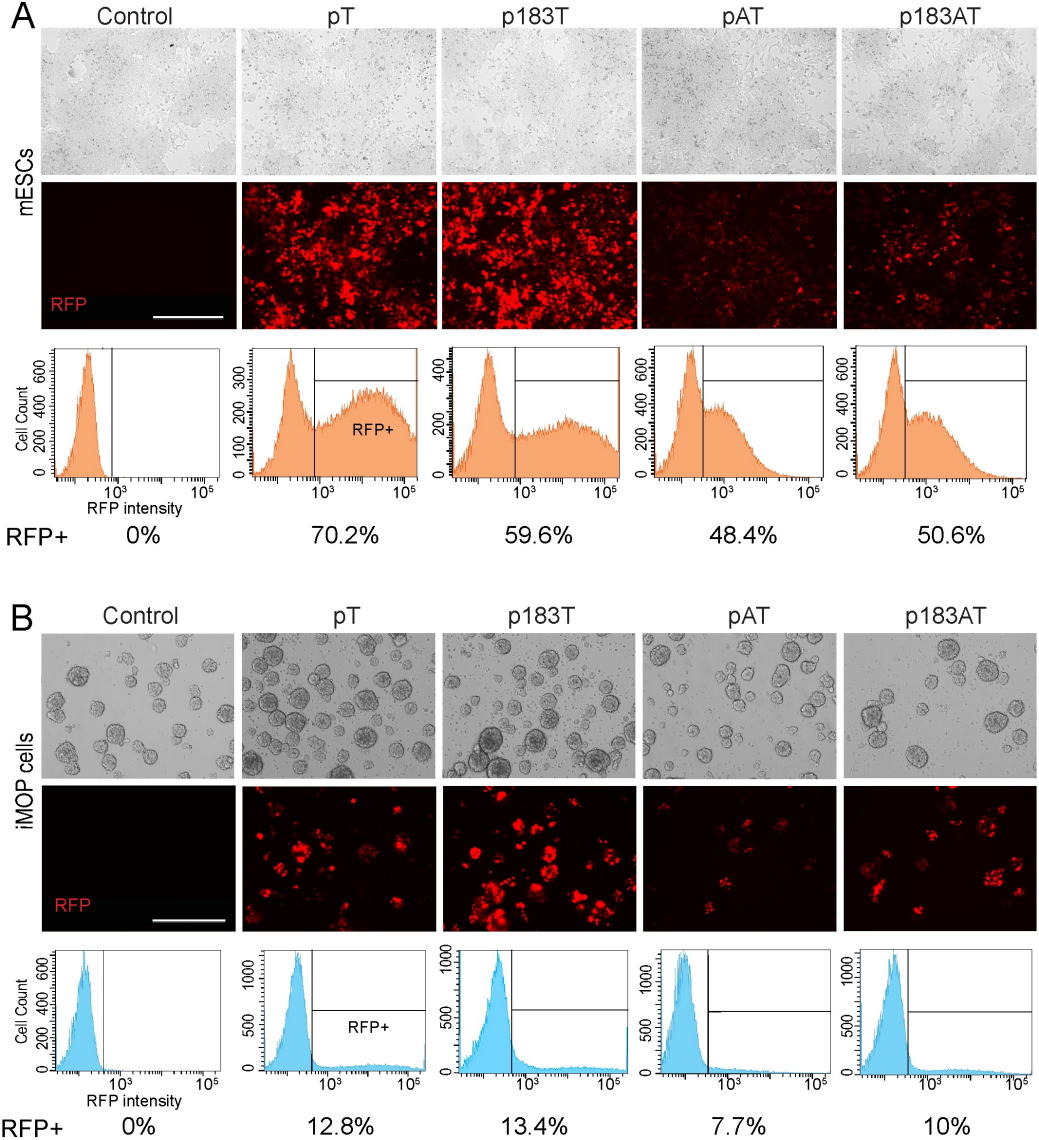
Fluorescence visualization and flow cytometric analysis of mESC and iMOP transfected cells. (A) mESCs at 48 h post-transfection with each of four plasmid vectors. (B) iMOP cells at 48 h post-transfection with each of four plasmid vectors. Bright field and fluorescence images are shown for corresponding fields (bar = 400 μm). Graphs depict representative results from flow cytometric analysis, where the threshold for RFP-positive cells was defined based on analysis of background levels of fluorescence detection in untransfected control cells. The average percentage of RFP-positive cells is indicated (n = 3).

### Differentially expressed genes in unmanipulated mESCs and iMOP cells

Before evaluating the effect of Atoh1 and the miR-183 family on the transcriptomes of cells, we first compared the transcriptomes of untransfected mESCs and iMOP cells. 

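Untransfected mESCs, a pluripotent line grown on mitotically arrested embryonic fibroblasts, were compared with untransfected iMOP cells, a self-renewing progenitor line from the cochlea. Each group had 3 samples. They are described only as distinct biological samples, so the p-values measure the spread between these samples. RNA was labelled with the WT PLUS kit and hybridized to Affymetrix Mouse Gene arrays. The authors' deposited values are on the log2 scale and were made by RMA in Affymetrix Expression Console. Of 41345 transcript clusters on the array, 25335 carried a gene symbol and were tested, and 23521 of them carried 1 symbol. Differences were tested with limma on these 6 arrays, and a gene was called changed at an adjusted p under 0.05. The comparisons, the lists of genes of known roles and the rule for naming genes were fixed before the data were examined. A list was tested against all other genes with limma's camera at a preset correlation of 0.01, and again with a correlation estimated from the arrays. Between 48.3% and 53.7% of clusters in each group of arrays had a mean under log2 5, which is called dim below, and the number of arrays limits the precision of every value.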

Microarray analysis of global gene expression showed 3623 differentially expressed genes, of which 1694 genes were upregulated and 1929 genes were downregulated in iMOP cells relative to mESCs (n = 3, linear fold change >2 and ANOVA p<0.05) (Fig 3A). The data demonstrate substantially different gene expression profiles for the cell culture models, which can be considered as distinctly different platforms for assessing the roles of Atoh1 and the miR-183 family.

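Genes of naive pluripotency set the untransfected lines apart. *Nanog*, *Zfp42* and *Nr0b1* encode transcription factors of the naive state and *Tdgf1* a co-receptor for Nodal, and these were lower in iMOP cells. Also lower were genes of DNA replication and cell division, among them *Mcm5*, a subunit of the replicative helicase, and *Ccne1*, the cyclin of entry into S phase. Higher in iMOP cells were *Kcnma1*, a calcium-activated potassium channel, *Fabp7*, a lipid-binding protein of radial glia, *Dcx*, a microtubule protein of migrating neurons, and the cholesterol synthesis enzymes *Cyp51* and *Dhcr7*. Small nucleolar RNAs, which guide the modification of ribosomal RNA, were mostly higher as well. *Nr0b1* was at log2 2.79 ± 0.04 (SD, n = 3) in iMOP cells and 10.98 ± 0.05 (SD, n = 3) in mESCs, a log2 fold change of -8.19 (standard error 0.11, adjusted p = 3.2e-11 from limma). *Tdgf1* (-7.48), *Zfp42* (-6.84) and *Nanog* (-6.50) followed. *Kcnma1* had the largest rise, 9.68 (13.25 ± 0.05 against 3.57 ± 0.22, SD, n = 3 each, adjusted p = 3.2e-11 from limma), whereas its other cluster had a log2 fold change of -1.15. *Nr0b1* in iMOP cells and *Kcnma1* in mESCs were dim, so the sizes of these changes rest on values near background. All 28 measured genes of naive and core pluripotency were lower, also when adjusted over the list alone (mean -4.06, adjusted p = 1.5e-16, and 0.018 with an estimated correlation). For 19 cholesterol synthesis genes, 11 were higher and 1 was lower, with the same counts adjusted over the list alone (mean 1.02, adjusted p = 1.3e-06, lost with an estimated correlation at adjusted p = 0.34). For 30 cell cycle genes, 2 were higher and 24 lower by either adjustment (mean -0.89, adjusted p = 0.0021, and adjusted p = 0.45 with an estimated correlation). Of 73 small nucleolar RNAs, 46 were higher and 12 lower, or 47 and 12 adjusted over the list alone (mean 1.32, adjusted p = 2.2e-14, and adjusted p = 0.073 with an estimated correlation). In all, 14556 genes changed, 4634 higher and 9922 lower in iMOP cells. At a fold above 2 and an unadjusted p under 0.05 from limma there were 5530, of which 1572 were higher and 3958 lower. The median log2 fold change over all clusters was -0.20, and quantile normalization over all 30 arrays brought it to 0.005 and the calls to 7097 higher and 6901 lower, with the directions of these 4 lists kept. From the expression profiles, the paper concludes that the cell culture models can be treated as different platforms for assessing Atoh1 and the miR-183 family.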

**Fig 3:**
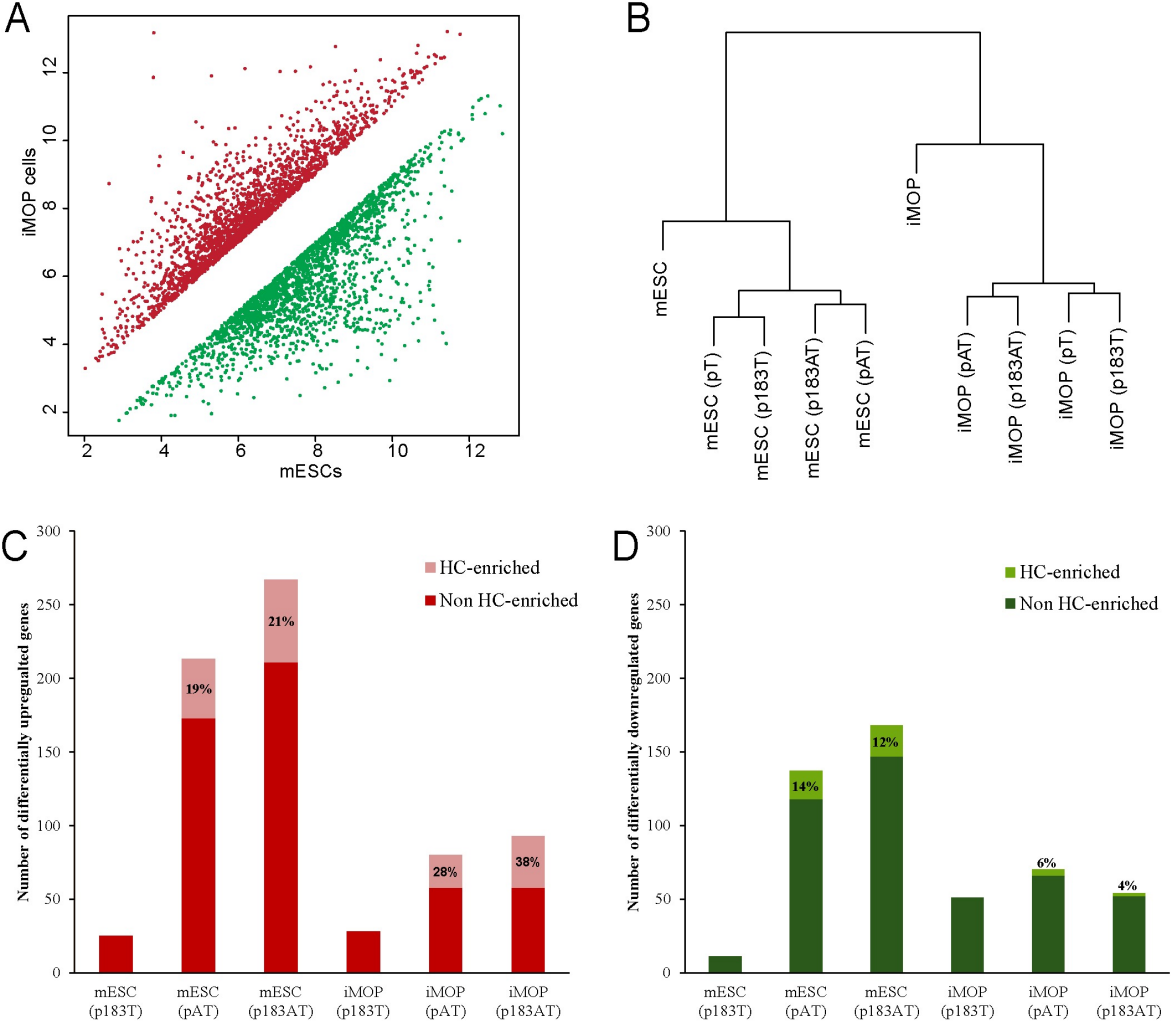
Microarray analysis comparing gene expression of mESCs and iMOP cells. (A) Normalized mean intensity values of differentially expressed genes in untransfected mESC and iMOP cells (n = 3, linear fold change >2 and ANOVA p<0.05). Upregulated genes in iMOP versus mESCs are depicted in red and downregulated genes in green. (B) Hierarchal clustering of gene expression profiles for untransfected mESC and iMOP cells, including profiles for each cell type transfected with indicated expression vector. (C) Number of upregulated genes in transfected mESCs and iMOP cells relative to control pT transfected cells (n = 3, linear fold change ≥1.5 and ANOVA p<0.05). Indicated are upregulated HC-enriched genes (pink) and upregulated non-HC genes (red). (D) Number of downregulated genes in transfected mESCs and iMOP cells relative to control pT transfected cells (n = 3, linear fold change ≥1.5 and ANOVA p<0.05). Indicated are HC-enriched genes (bright green) and non-HC genes (dark green).

Among genes that showed more than 5-fold upregulation in iMOP cells, there are five genes with known roles in inner ear development: *Dlx5* (26.2 fold), *Pou3f4* (18.12 fold), *Zic1* (11.71 fold), *Insig1* (5.39 fold) and *Eya1* (5.33 fold). 

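*Dlx5* and *Eya1* act in patterning of the otic vesicle, and *Pou3f4* in the mesenchyme around the cochlea. *Zic1* encodes a zinc finger factor of the dorsal neural tube and placodes, and *Insig1* an endoplasmic reticulum protein that restrains cholesterol synthesis. All 5 were higher in iMOP cells. Other factors of the otic placode went the other way, since *Pax8* and *Pax2*, chosen here after their values were seen, were lower in iMOP cells, while *Sox9*, chosen in the same way, was higher. *Dlx5* was at log2 8.86 ± 0.57 (SD, n = 3) in iMOP cells and 3.48 ± 0.16 (SD, n = 3) in mESCs, a log2 fold change of 5.38 (standard error 0.24, adjusted p = 1.9e-08 from limma). For *Pou3f4* the values were 7.92 ± 0.10 and 3.91 ± 0.20 (SD, n = 3 each), a log2 fold change of 4.01 (standard error 0.14, adjusted p = 3.4e-09 from limma). *Zic1* had a log2 fold change of 3.64, *Eya1* of 2.39 and *Insig1* of 2.09, the last a fold of 4.26. *Sox9* had 2.15, *Pax2* -0.49 and *Pax8* -1.17. Of 36 genes of otic progenitors and supporting cells, 16 were higher and 14 lower by either adjustment, the one over all genes and the one adjusted over the list alone. Their mean was 0.50 (adjusted p = 0.011 from camera, and adjusted p = 0.21 with an estimated correlation). The study named 5 of the higher genes from these samples, so for them the list is not independent evidence.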

No upregulation in expression of either *Atoh1* or the miR-183 family was observed in iMOP cells, indicating that the cell model is derived from cochlear progenitors prior to *Atoh1* expression. 

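*Atoh1* encodes the basic helix-loop-helix factor of hair cell fate, and *Mir183*, *Mir96* and *Mir182* are transcribed together in hair cells and other sensory cells. All 4 were dim in both untransfected lines. The *Atoh1* signal was the same in both, at 4.78 ± 0.29 (SD, n = 3) in iMOP cells and 4.78 ± 0.23 (SD, n = 3) in mESCs (log2 fold change -0.00, adjusted p = 0.99 from limma). The microRNA precursors differed by small steps near the background. *Mir96* was higher in iMOP cells by 0.72 (4.05 ± 0.29 against 3.33 ± 0.20, adjusted p = 0.0038 from limma), and *Mir183* by 0.54 (2.73 ± 0.21 against 2.18 ± 0.16, adjusted p = 0.0085 from limma). *Mir182* was lower, with a log2 fold change of -0.56 (2.98 ± 0.09 against 3.54 ± 0.28, adjusted p = 0.0090 from limma). With all 30 arrays in one fit, the calls of *Mir183* and *Mir182* were lost (over the alternatives their adjusted p ran from 0.0055 to 0.16 and from 0.0017 to 0.14), and that of *Mir182* was also lost after quantile normalization. These arrays measure precursors, not mature microRNAs. From the absence of higher *Atoh1* and miR-183 family expression, the paper concludes that the iMOP cells derive from progenitors that precede *Atoh1* expression.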

Thusly, iMOP cells appear to model a developmental time point representative of a progenitor state before cell cycle exit and differentiation.

### Differentially expressed genes in cells expressing Atoh1 and the miR-183 family

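The vectors raised the hairpins of the family in both lines. *Atoh1* was higher with pAT and p183AT in mESCs and with p183AT in iMOP cells, and the hairpins *Mir183*, *Mir96* and *Mir182* were higher with p183T and p183AT in both. *Atoh1* with pAT in iMOP cells did not pass the test. Cells were transfected with pT, which carries only the red fluorescent protein, or with pAT, p183T or p183AT, and RFP-positive cells were sorted 48 h later. mESCs were transfected with Lipofectamine and iMOP cells with jetPRIME, 3 samples for each vector and line. With pAT, *Atoh1* was at log2 6.01 ± 0.18 in mESCs against 5.00 ± 0.21 with pT (SD, n = 3 each, log2 fold change 1.00, adjusted p = 0.0049 from limma). In iMOP cells it was at 6.42 ± 0.02 against 5.38 ± 0.18 (log2 fold change 1.04, adjusted p = 0.066 from limma, not called). The paper's qRT-PCR on separate RNA samples found *Atoh1* higher there. With p183AT the *Atoh1* log2 fold change was 1.14 (adjusted p = 0.0014) in mESCs and 1.464 (adjusted p = 0.00099) in iMOP cells, the latter call being lost when only the compared arrays were fitted. *Mir96* was at 3.43 ± 0.04 with pT and 8.97 ± 0.27 with p183T in mESCs (SD, n = 3 each), and at 3.63 ± 0.10 and 7.40 ± 0.42 in iMOP cells. Whether the *Atoh1* probes read the transcript of the vector, that of the gene or both is not given in the sources used here. The transfections were compared in 1 limma fit of the 15 arrays of each line, and differences between lines in 1 fit of all 30. In simulated arrays with the spread of each gene in these, 37.3% of changes of 1.5-fold and 88.1% of changes of 2-fold were recovered in mESCs, and 23.9% and 94.0% in iMOP cells, with 7 false calls among 157 and 9 among 154. The simulated noise was independent between genes, so these rates do not cover shifts that many genes of an array share. Each simulation held 67 changes of 1.5-fold, 67 of 2-fold and 66 of 4-fold. The adjusted p is stricter where fewer genes change. With pAT in iMOP cells only 5 genes were called, so the rates overstate the recovery there.

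**Figure D1:**
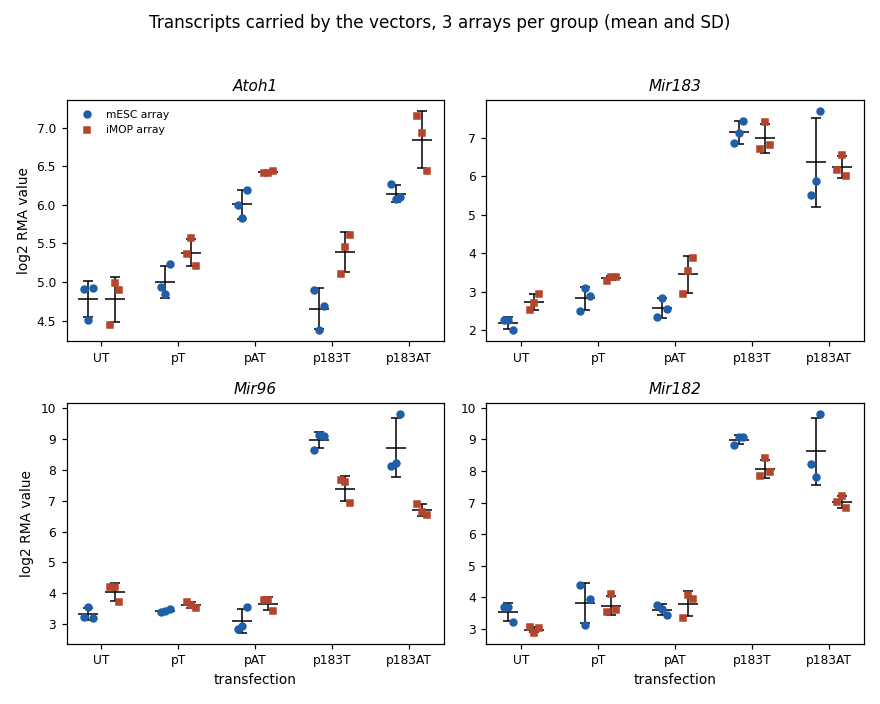
Log2 RMA value (y axis) of *Atoh1*, *Mir183*, *Mir96* and *Mir182* by transfection (x axis) in mESCs (blue circles) and iMOP cells (red squares), 1 point per array, with the mean and SD of 3 arrays in black. The hairpins stand above log2 6 with p183T and p183AT on average, and the *Atoh1* means reach 6.15 in mESCs and 6.84 in iMOP cells.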

To determine the effects of expressing different combinations of Atoh1 and the miR-183 family in each cell culture model, we determined the number of differentially expressed genes following transfection with each expression vector relative to control pT transfection (n = 3, linear fold change ≥ 1.5 and ANOVA p<0.05). Hierarchical clustering of each transcriptome revealed a clear segregation between cell types (Fig 3B). 

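Profiles of cells that received *Atoh1* stood apart within each line, and those that received only the hairpins of *Mir96*, *Mir182* and *Mir183* stood next to the control. Mean profiles were clustered by complete linkage on Euclidean distance over all tested clusters. Within each line, the profiles of pT and p183T were nearest neighbours, and so were those of pAT and p183AT. pT and p183T joined at a distance of 25.2 in mESCs and 28.3 in iMOP cells, and pAT and p183AT at 29.7 and 28.1. These pairs joined at 37.8 in mESCs and 34.9 in iMOP cells, the untransfected cells at 70.8 and 103.5, and the lines at 184.8. All 4 pairs were also found with average linkage, with a correlation distance and with the 1000 clusters of highest variance. Single arrays separated less, since only 3 of 10 groups (untransfected mESCs, untransfected iMOP cells and iMOP cells with pAT) had their 3 arrays together, against 7 with the 1000 clusters of highest variance.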

Differences in transcriptomes were detected between control and miR-183 family-expressing cells as one group, and Atoh1-expressing cells and Atoh1/miR-183 family-expressing cells as another group.

To examine the biological relevance of differentially expressed genes, we compared our results to a P0 cochlear HC transcriptome [13]. We gathered a set of ~3000 genes that showed more than two-fold statistically significant enrichment in nascent HCs versus remaining cochlear cells at P0. In mESCs, Atoh1 expression upregulated 213 genes, 40 of which are enriched in HCs representing 19% of total upregulated genes (Fig 3C). miR-183 family expression upregulated 25 genes, none of which are enriched in HCs. mESCs expressing both miR-183 family and Atoh1 upregulated 267 genes, 56 of which are enriched in HCs (21%). 

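In mESCs, genes of neural and epiblast differentiation such as *Hes6*, an inhibitor of Hes1, and *Cdh2*, the neural cadherin, were higher with pAT than with pT. Genes that mark hair cells themselves did not follow. The factors *Pou4f3*, *Gfi1* and *Barhl1*, the stereocilia myosin *Myo7a* and the synaptic protein *Otof* (the last 2 taken from the list after their values were seen) were not called with pAT or p183AT. *Srrm4*, a splicing factor of neurons and hair cells, was higher with p183AT, and *Mreg*, a protein of melanosome and organelle transport, was lower with both vectors. Of 45 measured hair cell genes listed from general knowledge, 0 were higher and 1 was lower with pAT by limma, or 1 and 1 adjusted over the list alone (mean 0.04, adjusted p = 0.46 from camera). With p183AT 1 was higher and 1 lower by either adjustment (mean 0.05, adjusted p = 0.63). *Srrm4* had a log2 fold change of 0.76 with p183AT (adjusted p = 0.041 from limma), and *Mreg* of -0.72 with pAT (adjusted p = 0.011) and -0.64 with p183AT (adjusted p = 0.021). All 3 calls were lost when only the compared arrays were fitted, and that of *Srrm4* also without any of 5 single arrays. Over all genes, 131 were higher with pAT, 3 with p183T and 187 with p183AT. The counts were 225, 23 and 294 at a fold of at least 1.5 and an unadjusted p under 0.05 from limma, 182, 17 and 224 by the methods' test, and 199, 22 and 230 by that test with Tukey biweight averages. Without single arrays the limma counts ran from 228 to 325, 30 to 59 and 314 to 617. The published set of genes enriched in hair cells was not used here.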

In iMOP cells, Atoh1 expression upregulated 80 genes including 22 enriched in HC (28%). miR-183 family expression upregulated 28 genes, none of which are enriched in HCs. Cells expressing both Atoh1 and miR-183 family exhibited upregulation in 94 genes, 35 of which are enriched in HCs (38%). 

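In iMOP cells the genes called with Atoh1 include hair cell genes. *Rab15*, a GTPase of vesicle recycling that hair cells express, was higher with pAT and with p183AT. With p183AT *Nhlh1*, a neuronal basic helix-loop-helix factor, and *Selenom*, a selenoprotein of the endoplasmic reticulum, were higher too. The hair cell genes *Myo7a* and *Chrna9*, a subunit of the efferent acetylcholine receptor, were not called with either vector. Of the 45 hair cell genes, 1 was higher and 0 were lower with pAT by limma, or 2 and 0 adjusted over the list alone (mean 0.16, adjusted p = 0.00085 from camera, and adjusted p = 0.15 with an estimated correlation). With p183AT 3 were higher and 0 were lower, or 11 and 0 adjusted over the list alone (mean 0.20, adjusted p = 4.4e-05, and adjusted p = 0.082 with an estimated correlation). The study also named *Rab15*, *Nhlh1*, *Selenom* and *Myo6* from these samples, so for them the list is not independent evidence. *Selenom* had a log2 fold change of 1.01 with p183AT (adjusted p = 0.029 from limma). Its call was lost when only the compared arrays were fitted, after quantile normalization and without any of 5 single arrays. The paper's qRT-PCR on separate RNA samples found *Selenom*, which it calls *Selm*, higher with both factors. Over all genes, 5 were higher with pAT, 3 with p183T and 31 with p183AT. The counts were 153, 40 and 199 at a fold of at least 1.5 and an unadjusted p under 0.05 from limma, 73, 15 and 85 by the methods' test, and 70, 16 and 83 by that test with Tukey biweight averages. The limma counts ran from 127 to 380, 65 to 152 and 162 to 504 without single arrays.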

In general, more genes were upregulated in transfected mESCs, yet the percentage of HC-enriched genes was higher in transfected iMOP cells (Fig 3C). 

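Whether the lines respond differently was tested directly. The response to Atoh1 differed for *Lama1*, a basement membrane laminin, and for *Hes6*, which were higher in mESCs and not in iMOP cells, and for *Cdhr1*, a photoreceptor cadherin, and *Hsd17b14*, a steroid dehydrogenase, whose responses were larger or less negative in iMOP cells. The difference between the pAT log2 fold changes, iMOP minus mESC, was -1.90 for *Lama1* (adjusted p = 6.3e-07 from limma) and -1.73 for *Hes6* (adjusted p = 8.6e-05 from limma). It was 1.35 for *Hsd17b14* and 1.13 for *Cdhr1*, whose call was lost when only the compared arrays were fitted. For *Atoh1* it was 0.04 (standard error 0.25, adjusted p = 0.99 from limma). Of all genes, 79 differed in the response to pAT, 28 with the larger log2 fold change in iMOP cells and 51 with the larger one in mESCs. For p183AT 81 differed, 23 and 58. Without single arrays the totals ran from 43 to 132 for pAT and from 40 to 92 for p183AT, and with only the compared arrays fitted they were 30 and 26. For p183T 0 differed by limma, with 736 at an unadjusted p under 0.05. Among the genes named by the study as hair cell enriched, 6 of the 10 from mESCs responded more in mESCs (9 adjusted over the list alone) and 4 of the 10 from iMOP cells responded more in iMOP cells (7 adjusted over the list alone). The study chose both sets on these samples, so they are not independent evidence.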

We similarly identified a subset of HC-enriched genes that were downregulated for each transfection condition (Fig 3D). The number of downregulated genes was similarly greater in mESCs except that miR-183 family expression alone exhibited a greater impact on iMOP cells.

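The genes lower with Atoh1 in mESCs include regulators of naive pluripotency such as *Tfcp2l1*, a factor downstream of LIF, *Slc15a1*, a peptide transporter, and *Mir290a*, a microRNA of the embryonic stem cell cluster. In iMOP cells with p183AT, *Egr1*, an immediate early factor of MAPK signaling, *Gas1*, a hedgehog and GDNF co-receptor, and *Emcn*, a membrane sialomucin, were lower. With p183T no gene was called lower in either line. *Tfcp2l1* had a log2 fold change of -0.64 (adjusted p = 0.0049 from limma), *Slc15a1* of -1.19 and *Mir290a* of -1.08 (adjusted p = 0.028, lost when only the compared arrays were fitted and without any of 5 single arrays) with pAT in mESCs. *Egr1* had a log2 fold change of -1.21 (standard error 0.22, adjusted p = 0.033 from limma), *Gas1* of -0.95 (adjusted p = 0.032) and *Emcn* of -1.27 (adjusted p = 0.043) with p183AT in iMOP cells. Each of these 3 calls in iMOP cells was lost when only the compared arrays were fitted and without any of 4 single arrays. That of *Egr1* was also lost with all 30 arrays in one fit, and that of *Emcn* after quantile normalization. In mESCs 71 genes were lower with pAT, 0 with p183T and 80 with p183AT by limma. In iMOP cells the counts were 0, 0 and 4, the last including a cluster that *Slc51b* and *Rasl12* share. Counted by a fold of at least 1.5 and an unadjusted p under 0.05 they were 143, 25 and 246 in mESCs and 222, 68 and 106 in iMOP cells. By the methods' test at the same thresholds they were 115, 11 and 141 in mESCs and 65, 34 and 41 in iMOP cells, and with Tukey biweight averages 125, 10 and 147 in mESCs and 62, 41 and 47 in iMOP cells. Without single arrays the limma counts ran from 139 to 238, 32 to 56 and 244 to 382 in mESCs and from 197 to 393, 94 to 177 and 126 to 284 in iMOP cells.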

### Impact of Atoh1 is dependent on developmental context

Comparing the transcriptomes of Atoh1-expressing and control mESCs, 350 genes were differentially expressed; 213 were upregulated and 137 were downregulated (n = 3, linear fold change ≥ 1.5 and ANOVA p<0.05) (Fig 3C and 3D). The ten most upregulated genes were *Lama1*, *Hes6*, *Dll3*, *Fgf5*, *Gbp2*, *Cdc25b*, *Tmem88b*, *Trp53i11*, *Zbp1* and *Cdh10* (Fig 4A). 

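The genes that rose most with Atoh1 in mESCs have different functions. *Dll3* encodes a Notch ligand and *Hes6* an antagonist of the Notch effector Hes1. *Fgf5* is a growth factor of the primed epiblast, *Cdc25b* a phosphatase that starts mitosis, and *Trp53i11* a target of p53. *Zbp1* encodes a sensor of Z-form nucleic acid that interferon induces, *Cdh10* a neural cadherin and *Tmem88b* a membrane protein. All of these rose with pAT. *Lama1* rose by 1.94 (8.18 ± 0.25 against 6.23 ± 0.21, SD, n = 3 each, standard error 0.15, adjusted p = 5.1e-06 from limma), and *Fgf5* by 1.84 (7.63 ± 0.29 against 5.79 ± 0.32, standard error 0.30, adjusted p = 0.0057 from limma). The log2 fold change was 1.74 for *Hes6*, 1.67 for *Trp53i11*, 1.65 for *Dll3*, 1.63 for *Cdc25b*, 1.53 for *Zbp1*, 1.47 for *Cdh10* and 1.458 for *Tmem88b*, whose other cluster had 0.69. *Gbp2* shares a cluster with other genes and is not reported by itself. Its relative *Gbp2b*, an interferon-induced GTPase, rose by 1.44 (adjusted p = 0.0080 from limma), a call lost without 1 of the pT arrays (replicate 1). In all, 202 genes changed with pAT. Leaving out 1 array at a time gave 102 to 134, and fitting only the 6 compared arrays gave 89, of which 84 were among the 202. Leaving out dim clusters gave 315. The methods' test adjusted over all genes gave 3.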

Forty genes out of the 213 were shown to be enriched in P0 cochlear HCs including *Lama1*, *Hes6*, *Dll3*, *Fgf5*, *Tmem88b*, *Lbh*, *Fgf15*, *Gfra3*, *Id2* and *Cdh2*. 

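The hair cell enriched genes named by the study for mESCs include a cofactor, a receptor and a growth factor. *Lbh* encodes a transcriptional cofactor of limb bud and heart, *Gfra3* the receptor for artemin in sensory neurons, *Fgf15* a growth factor of the embryonic brain, and *Id2* an inhibitor of basic helix-loop-helix factors. *Lbh*, *Gfra3*, *Id2* and *Cdh2* rose with pAT, whereas *Fgf15* did not pass the test. Of the 10 genes, 9 were higher, and all 10 adjusted over the list alone (mean 1.45). *Lbh* had a log2 fold change of 1.33 (adjusted p = 0.00015 from limma), *Gfra3* of 1.13 (adjusted p = 0.0012) and *Cdh2* of 1.09 (adjusted p = 0.00022). *Fgf15* had 1.17 (adjusted p = 0.15). The study chose these genes on these samples, so the count is not independent evidence.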

To assess the impact of Atoh1 on the pluripotency of mESCs, several pluripotency markers were found to be downregulated including *Nanog*, *Nr5a2*, *Prdm14*, *Eras*, *Zfp42*, *Nr0b1*, *Sox15* and *Klf4*.

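Part of the naive pluripotency network was lower with pAT than with pT in mESCs, and genes of the primed epiblast were higher. *Prdm14* encodes a repressor of differentiation and *Nr5a2* and *Nr0b1* nuclear receptors of the naive state. *Sox15* is a relative of *Sox2*, and *Tcl1* an activator of AKT. Together with *Tfcp2l1*, these fell. The factor *Pou3f1* of the primed epiblast and the cadherin *Cdh2* rose with *Fgf5*. The core factors *Pou5f1* and *Sox2*, which both states express, did not pass the test. *Sox15* fell by 1.13 on the log2 scale (standard error 0.11, adjusted p = 0.00013 from limma), *Prdm14* by 1.11 (standard error 0.13, adjusted p = 0.00037), *Nr5a2* by 1.18 (standard error 0.16, adjusted p = 0.0012), *Tcl1* by 1.14 and *Nr0b1* by 0.98 (adjusted p = 0.031, lost when only the compared arrays were fitted and without any of 4 single arrays). *Klf4* had a log2 fold change of -0.61 (adjusted p = 0.22), *Nanog* of -0.37 (adjusted p = 0.11) and *Zfp42* of -0.37 (adjusted p = 0.30). By qRT-PCR on separate RNA samples, the paper reports *Nanog* lower with Atoh1. *Eras* shares a cluster with another gene and was not analysed here. *Pou3f1* rose by 0.96 (adjusted p = 0.021, lost without any of 5 single arrays). Of the 7 measured markers that the study named, 4 were lower, or all 7 adjusted over the list alone (mean -0.82, adjusted p = 1.1e-17 from camera). They were chosen on these samples and are not independent evidence. Among 28 genes of naive and core pluripotency 7 were lower and 0 were higher, or 11 and 0 adjusted over the list alone (mean -0.38, adjusted p = 7.1e-15, and 0.0011 with an estimated correlation). This list holds all 7 of those markers, so for them it is not independent evidence either. For 16 genes of the primed epiblast, 3 were higher and 0 were lower, or 8 and 0 adjusted over the list alone (mean 0.51, adjusted p = 1.1e-11, and 0.013 with an estimated correlation). The study also named *Fgf5*, *Cdh2* and *Pou3f1* from these samples, so for them this list is not independent evidence. The primed list responded differently in iMOP cells by the test of the difference (adjusted p = 0.0056 with an estimated correlation). A shift in these directions was already present with the control vector. *Fgf5* arrays lay at log2 3.32 to 3.52 in untransfected mESCs and 5.50 to 6.14 with pT, and *Tcl1* arrays at 8.29 to 8.33 and 7.06 to 7.44. *Nr5a2*, *Prdm14* and *Pou3f1* moved likewise, *Sox15* and *Cdh2* by less. Whether pAT in part enlarges that shift was not tested.

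**Figure D2:**
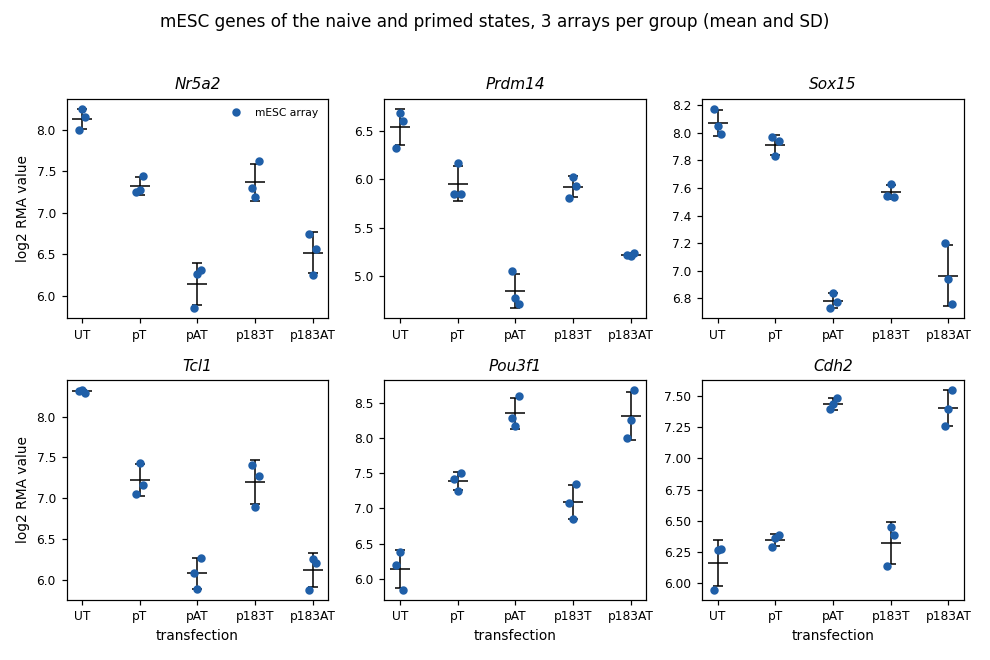
Log2 RMA value (y axis) of *Nr5a2*, *Prdm14*, *Sox15*, *Tcl1*, *Pou3f1* and *Cdh2* in mESCs by transfection (x axis), 1 point per array, with the mean and SD of 3 arrays in black. With pAT the log2 fold changes from pT are -1.18, -1.11, -1.13 and -1.14 for the first 4 genes and 0.96 and 1.09 for the last 2.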

**Fig 4:**
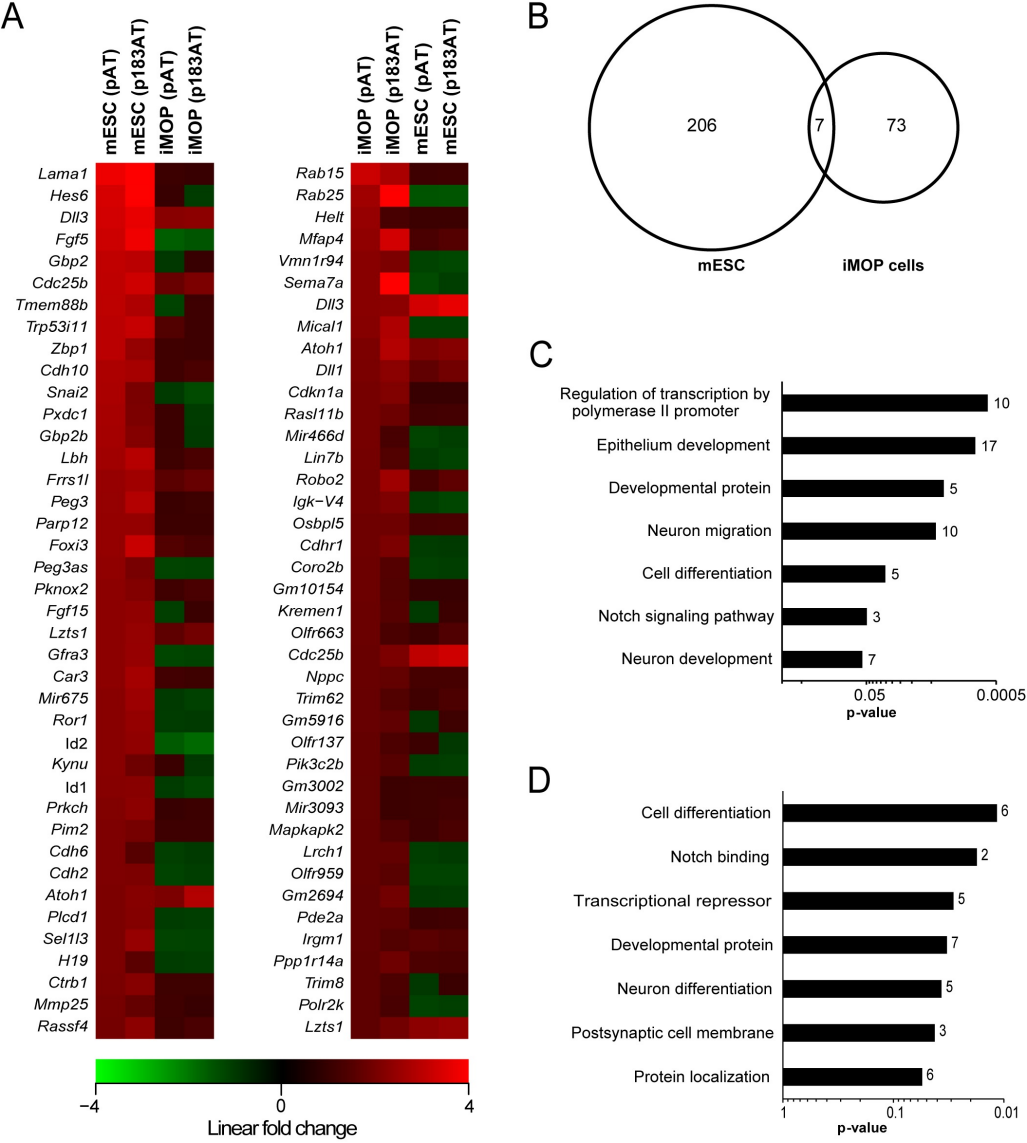
Impact of Atoh1 on mESC versus iMOP cell transcriptomes. (A) Heat maps showing linear fold changes for 40 genes in the transcriptomes of transfected mESC and iMOP cells compared to controls. The genes were selected by comparing Atoh1-expressing cells to control for each cell type (n = 3, linear fold change ≥1.5 and ANOVA p<0.05), and they represent the most upregulated genes in mESCs (left heat map) and iMOP cells (right heat map). Red boxes indicate upregulated genes, green boxes indicate downregulated genes, and black boxes indicate genes with no change in expression. Genes are ordered by greatest fold change in Atoh1-transfected cells (top) to least (bottom). (B) Venn diagram depicting the commonality of differentially upregulated genes among Atoh1-expressing mESC and iMOP cells. (C, D) Graphs showing enriched gene ontological categories in Atoh1-expressing mESCs (C) and iMOP cells (D) with statistical significance (p<0.05). The number of genes within each category is indicated beside each bar.

Comparing the transcriptomes of Atoh1-expressing and control iMOP cells, 150 genes were differentially expressed; 80 genes were upregulated and 70 were downregulated (n = 3, linear fold change ≥ 1.5 and ANOVA p<0.05) (Fig 3C and 3D). 

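Only a few genes passed the test with Atoh1 in iMOP cells. *Rab25* encodes a GTPase of recycling in polarized epithelia, *Sema7a* a membrane-bound semaphorin, *Mical1* an oxidase that disassembles actin filaments, and *Helt* a transcriptional repressor of the bHLH-Orange family. With *Rab15*, these make up the genes called, all higher. The Notch ligand genes *Dll3* and *Dll1* and *Mfap4*, a protein of extracellular microfibrils, had positive values that did not pass. *Rab15* rose by 1.84 (5.86 ± 0.10 against 4.02 ± 0.26, SD, n = 3 each, standard error 0.19, adjusted p = 0.00042 from limma). *Rab25* rose by 1.39 (adjusted p = 0.0033), *Sema7a* by 1.27 (adjusted p = 0.0090), *Helt* by 1.17 (adjusted p = 0.042) and *Mical1* by 1.05 (adjusted p = 0.0033). *Rab25*, *Sema7a*, *Mical1* and *Helt* were not called when only the 6 compared arrays were fitted, which left 1 gene. *Dll3* had 1.19 (adjusted p = 0.11), *Dll1* 0.97 (adjusted p = 0.20) and *Mfap4* 0.84 (adjusted p = 0.59). By the paper's qRT-PCR on separate RNA samples, *Dll3*, *Helt*, *Mical1*, *Rab15*, *Rab25* and *Sema7a* were higher with Atoh1. *Vmn1r94*, a dim vomeronasal receptor, had 0.90 (adjusted p = 0.63). The count of 5 rests on single arrays. Without pT replicate 1 it was 54, of which 14 were higher and 40 lower, and it was 3 without pAT replicate 1 or without pAT replicate 2. With all 30 arrays in one fit it was 39. With a term for the replicate number more genes were called as well, some of them lower. Small nucleolar RNAs differed between these arrays, with medians of log2 9.34, 9.80 and 10.80 in the pT arrays and 9.00, 9.15 and 9.40 in the pAT arrays.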

The ten most upregulated genes were *Rab15*, *Rab25*, *Helt*, *Mfap4*, *Vmn1r94*, *Sema7a*, *Dll3*, *Mical1*, *Atoh1 and Dll1*(Fig 4A). The number of genes enriched in HCs within this set was 22 including *Rab15*, *Rab25*, *Sema7a*, *Dll3*, *Dll1*, *Lin7b*, *Cdhr1*, *Kremen1*, *Trim62* and *GM2694*.

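The hair cell enriched genes that the study named in iMOP cells have different functions. *Lin7b* encodes a scaffold of cell junctions and synapses and *Cdhr1* a cadherin of photoreceptors. *Kremen1* is a receptor for the Wnt inhibitor Dkk1, and *Trim62* a ubiquitin ligase. Only *Rab15*, *Rab25* and *Sema7a* passed the test over all genes. Of the 10 genes, 3 were higher, and all 10 adjusted over the list alone (mean 1.04), a list that the study chose on these samples and that is not independent evidence. *Cdhr1* had a log2 fold change of 0.97 (adjusted p = 0.053 from limma), *Lin7b* of 0.81 (adjusted p = 0.11), *Kremen1* of 0.74 (adjusted p = 0.11), *Trim62* of 0.67 (adjusted p = 0.30) and *Gm2694*, a long noncoding RNA, of 0.57.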

Comparing the differentially expressed genes in Atoh1-expressing mESCs and Atoh1-expressing iMOP cells, only seven genes were upregulated in both cell types (*Cdc25b*, *Dll1*, *Dll3*, *Dnah7a*, *Frrs1l*, *Irgm1* and *Lzts*) (Fig 4B). 

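Genes higher in both lines with Atoh1 have different functions. *Dll1* and *Dll3* signal to neighbouring cells through Notch, *Cdc25b* starts mitosis, *Frrs1l* is needed for AMPA receptor assembly, and *Lzts1* is a zipper protein that slows the cell cycle. *Dnah7a*, a dim gene, encodes an axonemal dynein. At a fold of at least 1.5 and an unadjusted p under 0.05 from limma, 9 genes were higher in both lines (*Atoh1*, *Cdc25b*, *Dll1*, *Dll3*, *Dnah7a*, *Frrs1l*, *Lzts1*, *Mfap4* and *Trp53i11*), where 1.36 would be shared by chance (Fisher's exact test, adjusted p = 1.9e-05). Without *Atoh1*, which the vector carries, 8 were shared against 1.34 by chance (adjusted p = 6.5e-05). *Dll1* had a log2 fold change of 0.81 in mESCs (adjusted p = 0.088 from limma) and *Dnah7a* of 0.91 (adjusted p = 0.27), so neither was called over all genes there. The paper's qRT-PCR found *Dll1* higher in mESCs. In iMOP cells *Dll3* (adjusted p = 0.11) and *Dll1* (adjusted p = 0.20) were not called either, and *Cdc25b* had 0.80 (adjusted p = 0.10), less than in mESCs (difference -0.83, adjusted p = 0.038 from limma). This difference was lost when only the compared arrays were fitted, after quantile normalization and without any of 8 single arrays. *Irgm1*, an interferon-induced GTPase, had 0.69 (adjusted p = 0.13) in mESCs and 0.57 in iMOP cells. At the same thresholds, 7 genes were lower in both lines against 1.25 by chance (adjusted p = 0.00046).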

Interestingly, three genes showed opposite expression patterns. Both *Fgf5* and *Id2* were upregulated in mESCs and downregulated in iMOP cells, while *Rab25* was upregulated in iMOP cells and downregulated in mESCs.

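*Fgf5*, *Id2*, *Rab25* and the related GTPase *Rab15* responded differently to Atoh1 in the 2 lines. *Fgf5* is a growth factor of the primed epiblast, *Id2* binds and blocks basic helix-loop-helix factors, and *Rab25* serves recycling in epithelia. *Car2*, a carbonic anhydrase, and *Id1*, another inhibitor of helix-loop-helix factors, were like *Id2*. The direction in mESCs passed the test for *Fgf5* and *Id2*, and that in iMOP cells for *Rab25* and *Rab15*, and for each of these 4 genes the difference between the lines passed. *Id2* rose in mESCs from 9.02 ± 0.26 to 10.21 ± 0.10 (SD, n = 3 each, log2 fold change 1.19, adjusted p = 0.0062 from limma). Its log2 fold change in iMOP cells was -0.73 (adjusted p = 0.46), and the difference was -1.91 (standard error 0.31, adjusted p = 0.0016). *Fgf5* had -0.71 in iMOP cells (adjusted p = 0.40) and a difference of -2.55 (standard error 0.37, adjusted p = 0.00045). *Rab25* had -0.64 in mESCs (6.18 ± 0.31 against 6.82 ± 0.20, adjusted p = 0.080) and a difference of 2.04 (standard error 0.24, adjusted p = 3.4e-05). The differences were 1.69 for *Rab15*, -2.07 for *Car2* and -1.24 for *Id1* (adjusted p = 0.027, lost when only the compared arrays were fitted, after quantile normalization and without any of 8 single arrays). At a fold of at least 1.5 and an unadjusted p under 0.05 from limma, 12 genes were higher in mESCs and lower in iMOP cells, where 1.97 would be by chance (Fisher's exact test, adjusted p = 3.9e-06). Of these 12, 7 are clusters of short RNAs (*Snora33*, *Snora44*, *Snora69*, *Snord118*, *Rny3* and the clusters of *Scarna13* and *Snora17*, each with a second symbol), and small nucleolar RNAs varied between the iMOP arrays. The opposite held for 1 gene, *Rab25*, against 0.864 by chance (adjusted p = 0.645).

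**Figure D3:**
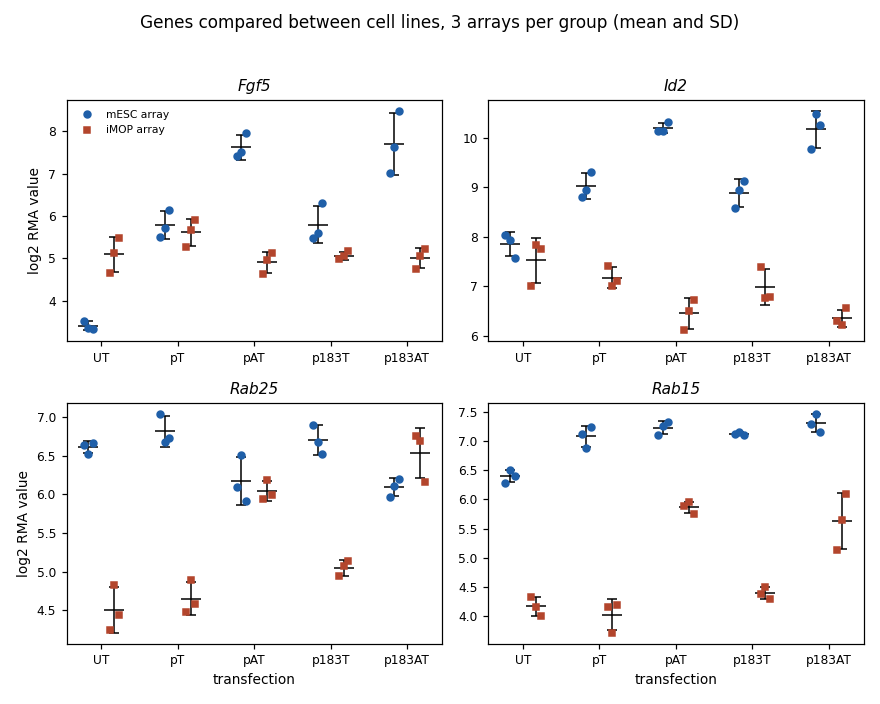
Log2 RMA value (y axis) of *Fgf5*, *Id2*, *Rab25* and *Rab15* by transfection (x axis) in mESCs (blue circles) and iMOP cells (red squares), 1 point per array, with the mean and SD of 3 arrays in black. The response to pAT is different between the lines, iMOP minus mESC, by -2.55 for *Fgf5*, -1.91 for *Id2*, 2.04 for *Rab25* and 1.69 for *Rab15*.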

To identify potential Atoh1 targets, we cross-referenced our data set with Atoh1 target genes from mouse cerebellum [11]. We found that among the 213 upregulated genes in Atoh1-expressing mESCs, 17 genes were identified as Atoh1 targets in cerebellum (*Fgd4*, *Sema6a*, *Hes6*, *Rab30*, *Nxn*, *Vat1l*, *Srrm4*, *Jakmip2*, *Peg3*, *Cdc25b*, *Thsd7a*, *Nnt*, *Rassf4*, *Id2*, *Id1*, *Dll3* and *Baalc*). 

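Several cerebellar targets of Atoh1 named by the study were higher in mESCs with pAT. *Peg3* is an imprinted zinc finger gene, *Sema6a* a transmembrane semaphorin of granule cell migration, *Nxn* a redox protein of Wnt signaling, and *Rassf4* a Ras association protein. *Jakmip2* and *Rab30*, a Golgi GTPase, and *Vat1l* were also higher. In iMOP cells the targets include *Rdh5*, a retinol dehydrogenase, and *Gadd45g*, a stress and differentiation gene. Of the 17 genes the study named for mESCs, 12 were higher with pAT over all genes and all 17 adjusted over the list alone (mean 0.98). *Peg3* had a log2 fold change of 1.33 (adjusted p = 2.2e-05 from limma), *Sema6a* of 0.94 (adjusted p = 0.0086), *Rassf4* of 0.98 (adjusted p = 0.011) and *Nxn* of 0.74 (adjusted p = 0.0012). *Nxn* and *Rassf4* were not called when only the compared arrays were fitted, nor *Sema6a* without pT replicate 1 or pT replicate 2. The calls of *Rab30* (0.80), *Vat1l* (0.86) and *Jakmip2* (0.67) were each lost without any of 5 or 6 single arrays. That of *Jakmip2* was also lost when only the compared arrays were fitted, after quantile normalization and with a term for the replicate number. *Fgd4* had 0.54 (adjusted p = 0.14), *Nnt* 0.51 (adjusted p = 0.062), *Srrm4* 0.65 (adjusted p = 0.12), *Thsd7a* 0.63 (adjusted p = 0.11) and the dim *Baalc* 0.70 (adjusted p = 0.067). Of the 6 named for iMOP cells, 1, *Sema7a*, was higher over all genes and all 6 adjusted over the list alone (mean 0.96). *Gadd45g* had 0.91 (adjusted p = 0.41) and *Rdh5* 0.74 (adjusted p = 0.17). Both sets were chosen by the study on these samples and are not independent evidence.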

For iMOP cells, 6 genes among the 80 upregulated genes were identified as Atoh1 targets in cerebellum (*Mfap4*, *Rdh5*, *Sema7a*, *Gadd45g*, *Cdc25b* and *Dll3*)

To investigate the biological processes associated with Atoh1 expression, we utilized the Database for Annotation, Visualization and Integrated Discovery (DAVID) for functional annotation of differentially expressed genes [23,24]. DAVID uses the gene ontology classifications of associated genes with biological processes, and determines which processes are represented in a specific gene list. Gene ontological analyses of Atoh1-upregulated genes in mESCs and iMOP cells revealed a set of functional categories (Fig 4C and 4D) with some common terms such as Notch signaling, developmental proteins, cell differentiation and neuron development. 

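The lists of Notch and neuronal genes had positive means with Atoh1 in both lines. In mESCs the Notch genes called were *Dll3* and *Hes6*. The neuronal genes were *Crmp1*, a mediator of semaphorin signals, *Ncam1*, the neural adhesion molecule, and *Ebf2*, a factor of neuronal differentiation. In iMOP cells no gene of either group passed over all genes, although *Jag2*, another Notch ligand, had a positive value. The Notch targets *Hes5* and *Hey1* were not called in either line. For 24 Notch pathway genes in mESCs, 2 were higher and 0 were lower, or 5 and 0 adjusted over the list alone (mean 0.24, adjusted p = 0.00073 from camera, and adjusted p = 0.14 with an estimated correlation). In iMOP cells 0 were higher and 0 lower by limma, or 3 and 0 adjusted over the list alone (mean 0.22, adjusted p = 0.00094, and 0.041 with an estimated correlation). For 40 neurogenesis genes in mESCs, 3 were higher and 0 were lower, or 7 and 0 adjusted over the list alone (mean 0.24, adjusted p = 4.3e-09, and 0.0027 with an estimated correlation). In iMOP cells 0 were called over all genes and 1 was higher adjusted over the list alone (mean 0.19, adjusted p = 0.00015, and 0.027 with an estimated correlation). *Crmp1* rose by 0.77 in mESCs (adjusted p = 0.00088 from limma, lost with all 30 arrays in one fit). *Ncam1* rose by 0.59 (adjusted p = 0.023) and *Ebf2* by 0.51 (adjusted p = 0.038), and both calls were lost without any 1 of the 6 arrays. *Jag2* had 0.81 in iMOP cells (adjusted p = 0.23). The study also shows *Dll3*, *Hes6* and *Ebf2* from these samples, so for them the lists are not independent evidence.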

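Cadherins changed in mESCs by the neural and placental members. *Cdh2*, the neural cadherin, *Cdh3*, the placental cadherin, and *Cdh10*, a type II cadherin of brain, rose with Atoh1 together with the laminin *Lama1*. *Cdh1*, the epithelial cadherin, and *Epcam*, an epithelial adhesion molecule, did not pass the test. *Cdh3* had a log2 fold change of 0.88 (adjusted p = 0.0027 from limma) and *Epcam* of -0.36 (adjusted p = 0.39). Of 23 genes of cadherins and epithelium, 4 were higher and 0 were lower in mESCs, or 7 and 2 adjusted over the list alone. Their mean was 0.24 and their median -0.01 (adjusted p = 0.017 from camera, and adjusted p = 0.26 with an estimated correlation). In iMOP cells 1, *Rab25*, was higher and 0 were lower (adjusted p = 0.047, and adjusted p = 0.17 with an estimated correlation). *Cdh2*, *Cdh10* and *Rab25* were also named by the study from these samples and are not independent evidence.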

Ontological terms unique to Atoh1-expressing mESCs were cadherin and epithelial development proteins, while Atoh1-expressing iMOP cells showed postsynaptic cell membrane and protein localization terms.

### miR-183 family has greater impact on iMOP cells

Transcriptome analysis of miR-183 family-expressing versus control mESCs revealed upregulation of 25 genes and downregulation of 11 genes, while miR-183 family-expressing iMOP cells exhibited upregulation of 28 genes and downregulation of 51 genes (n = 3, linear fold change ≥ 1.5 and ANOVA p<0.05) (Fig 3C and 3D). 

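Outside the family itself, no gene was called with p183T in either line. The hairpins *Mir96*, *Mir182* and *Mir183* rose with p183T. MicroRNAs lower their targets by small steps, and genes of MAPK feedback and the targets named by the study had small negative means. In mESCs *Mir96* rose by 5.54 (standard error 0.33, adjusted p = 8.6e-07 from limma), *Mir182* by 5.18 (standard error 0.39, adjusted p = 1.1e-05) and *Mir183* by 4.31. In iMOP cells *Mir182* rose by 4.33 (standard error 0.20, adjusted p = 4.4e-10), *Mir96* by 3.77 and *Mir183* by 3.62. These 3 were the only genes called in each line, and 0 were lower by limma, with 591 genes at an unadjusted p under 0.05 in mESCs and 980 in iMOP cells. The methods' test adjusted over all genes called 0 in either line. At a fold of at least 1.5 and an unadjusted p under 0.05 there were 48 genes in mESCs and 108 in iMOP cells by limma, 28 and 49 by the methods' test, and 32 and 57 by that test with Tukey biweight averages. By limma these counts ran from 62 to 115 and from 166 to 303 without single arrays, and were 10 and 16 with dim clusters left out. For 29 genes of FGF and MAPK feedback, 0 were called by limma in either line. Their mean was -0.12 in mESCs (adjusted p = 0.0018 from camera, and adjusted p = 0.42 with an estimated correlation) and -0.17 in iMOP cells (adjusted p = 0.0017, and adjusted p = 0.28 with an estimated correlation). The paper states that the miR-183 family has a greater impact on iMOP cells.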

To assess potential direct effects of the miR-183 family, we utilized the Target Scan Mouse database 7.1 release [25] to identify the predicted target transcripts for all members of this family. We determined a set of ~1600 combined predicted transcripts with conserved sites for the three miRNAs; *miR-183*, *miR-96* and *miR182*. In mESCs expressing the miR-183 family, 36 predicted target genes were repressed more than 25% with only 3 genes showing statistical significance (ANOVA p<0.05) (Fig 5C). The 5 most repressed predicted target genes were *Eif4a2*, *Ninat*, *Zbtb20*, *Slc39a1* and *Rdh10* (Fig 5A). 

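The targets named for mESCs work in different compartments. *Slc39a1* is a zinc importer, *Rdh10* a retinol dehydrogenase of retinoic acid synthesis, *Zbtb20* a zinc finger repressor of brain, *Eif4a2* an RNA helicase of translation, and *Nnat* an imprinted proteolipid. None passed the test in mESCs with p183T. The paper lists predicted targets by a repression of more than 25%, most of them without statistical significance, a looser rule than this test. *Slc39a1* had a log2 fold change of -0.41 (standard error 0.15) and *Rdh10* of -0.42 (standard error 0.24). *Zbtb20* had 0.20, *Eif4a2* 0.05 and *Nnat* -0.05 at the cluster of highest mean, and other clusters of these genes had values as low as -0.53, -0.22 and -0.52. All had an adjusted p of 1 from limma. Of 13 measured targets named by the study in either line, 0 were called (mean -0.16, adjusted p = 0.0015 from camera, and 0.047 with an estimated correlation). The study chose them on these samples for being lower, so this is not independent evidence, and the database of predicted targets was not used here.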

In iMOP cells transfected with the miR-183 family, 115 predicted target genes showed more than 25% repression with 10 genes showing statistical significance (ANOVA p<0.05) (Fig 5C). The 5 most repressed predicted target genes were *Spry4*, *Dhcr24*, *Plod2*, *Rab11fip5*, *Egr1* and *Tbx1* (Fig 5A). 

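The targets named for iMOP cells include brakes and outputs of growth factor signaling. *Spry4* inhibits receptor signaling to MAPK, *Egr1* is an immediate early factor of the same pathway, *Plod2* a lysyl hydroxylase of collagen, and *Tbx1* a T-box factor of the otocyst. *Ankrd27* regulates endosomal traffic. None passed the test with p183T. As in mESCs, the paper's rule for these was a repression of more than 25%, which is looser. *Spry4* was at log2 5.91 ± 0.39 with p183T against 6.77 ± 0.15 with pT (SD, n = 3 each, log2 fold change -0.85, standard error 0.24). *Egr1* had -0.61, *Ankrd27* -0.45 and *Plod2* -0.43. All had an adjusted p of 1 from limma. *Rab11fip5* shares a cluster with another gene. For the 13 measured targets, 0 were called over all genes and 1 was lower adjusted over the list alone (mean -0.22, adjusted p = 0.0040 from camera, and 0.043 with an estimated correlation). As in mESCs, the list was chosen on these samples.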

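*Plod2*, *Slc39a1*, *Spry3* and *Kmt2a* were compared between the lines with the miR-183 family. *Spry3* is a member of the Sprouty inhibitors and *Kmt2a* a histone methyltransferase of Hox genes. *Plod2* had a log2 fold change of -0.29 in mESCs, and *Slc39a1* of -0.30 in iMOP cells. *Spry3*, which was dim, had -0.35 in mESCs and -0.27 in iMOP cells. *Kmt2a* had -0.11 and -0.06. None passed limma's test in either line (adjusted p = 1 for each).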

Comparing repressed predicted target genes between mESCs and iMOP cells, only four genes were found in common (*Plod2*, *Slc39a1*, *Spry3* and *Kmt2a*) (Fig 5B).

**Fig 5:**
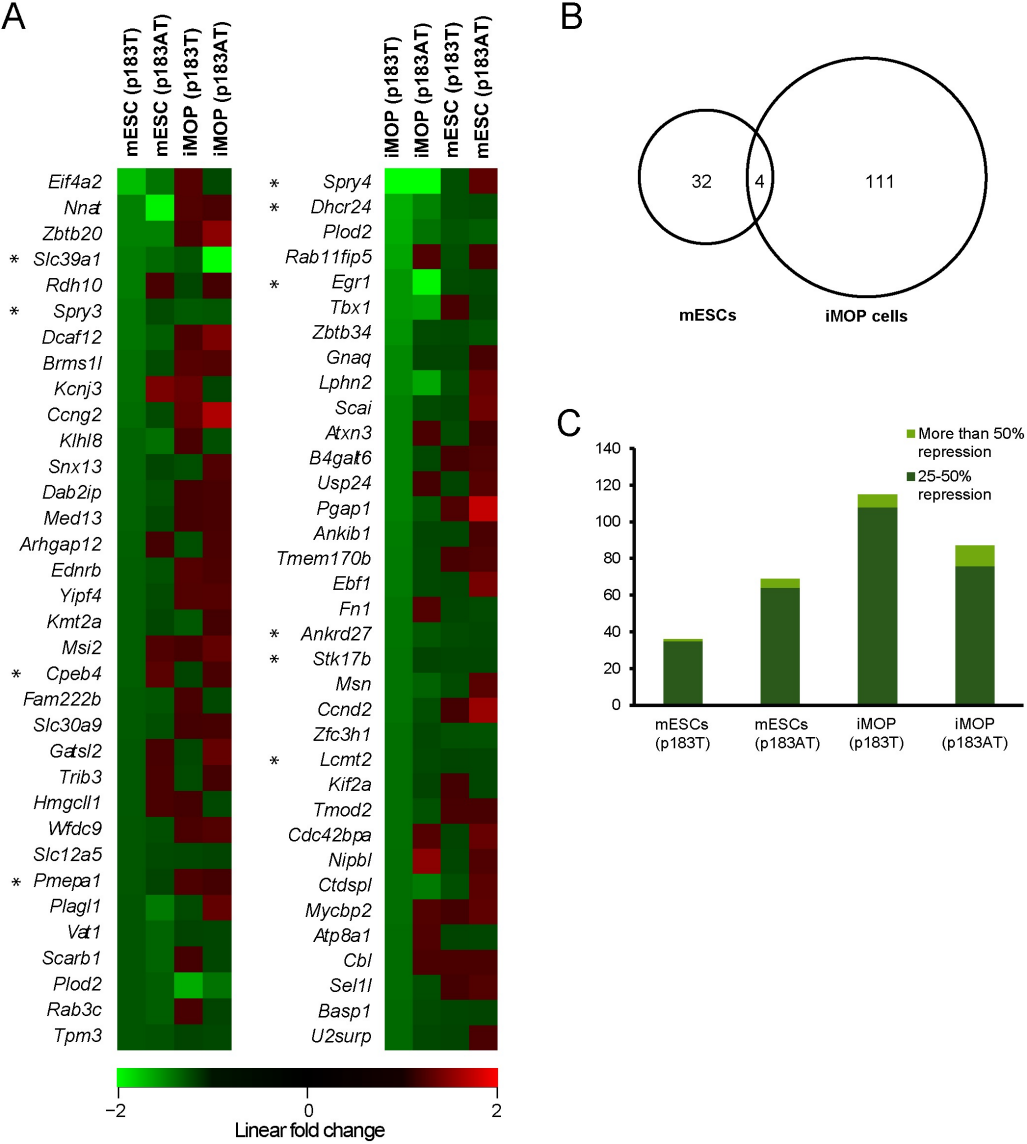
miR-183 family impact on predicted target genes’ expression. (A) Heat maps depicting linear fold changes for 34 genes among miR-183 family predicted target genes in the transcriptomes of transfected mESC and iMOP cells compared to controls. The genes were selected by comparing miR-183 family-expressing cell to control for each cell type (n = 3, linear fold change <-1.25), and they represent the most downregulated genes in mESCs (left heat map) and iMOP cells (right heat map). Red boxes indicate upregulated genes, green boxes indicate downregulated genes, and black boxes indicate genes with no change in expression. Genes are ordered by greatest repression in miR-183 family-transfected cells (top) to least (bottom). Asterisks denote statistically significant differences (p<0.05) using a one-way ANOVA test. (B) Venn diagram depicting the commonality of differentially downregulated miR-183 family predicted target genes among miR-183 family-expressing mESC and iMOP cells. (C) Number of differentially downregulated miR-183 family predicted target genes in transfected mESC and iMOP cells. Bright green bars depict the subset of these genes with more than 50% repression, while dark green bars represent the subset exhibiting 25% to 50% repression.

Since there were considerably greater numbers of predicted target genes showing repression in transfected iMOP cells, we searched for common repressed predicted target genes in miR-183 family-expressing and Atoh1/miR-183 family-expressing iMOP cells and found 26 genes (Fig 6A). 

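*Spry4*, *Egr1* and *Plod2* had negative values with both vectors that carry the miR-183 family in iMOP cells, and *Egr1* was lower with p183AT. Both vectors were compared with the same 3 pT arrays, so part of any overlap between them comes from the shared control. In iMOP cells, 21 genes had a fold of at least 1.5 lower and an unadjusted p under 0.05 with both p183T and p183AT, where 0.285 would be shared if the comparisons were independent. In simulated arrays without any effect but with the same pT arrays in both comparisons, the median number shared was 9 and the highest 238. In mESCs 6 were shared (0.243 if independent, median 9.5 and highest 138 in the simulated arrays). *Spry4* had a log2 fold change of -0.77 with p183AT (adjusted p = 0.57 from limma). The 3 control arrays cannot be divided into separate sets of adequate size.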

Gene ontological analysis of these targets revealed enrichment in microvillus genes, sprouty proteins, and inner ear morphogenesis terms (Fig 6B). To investigate the biological relevance of these common target genes, we utilized the Shared Harvard Inner Ear Laboratory Database (SHIELD) [26] to understand target gene expression dynamics during normal HC development. Out of the 26 common repressed predicted target genes in miR-183 family-expressing iMOP cells, 14 genes showed consistent repression in cochlear HCs versus non-HCs between E16 and P7 including *Spry4*, *Plod2*, *Egr1*, *Lphn2* and *Ankrd27* (Fig 6C). The data suggest that the miR-183 family contributes to repression of these predicted target genes in vivo.

**Fig 6:**
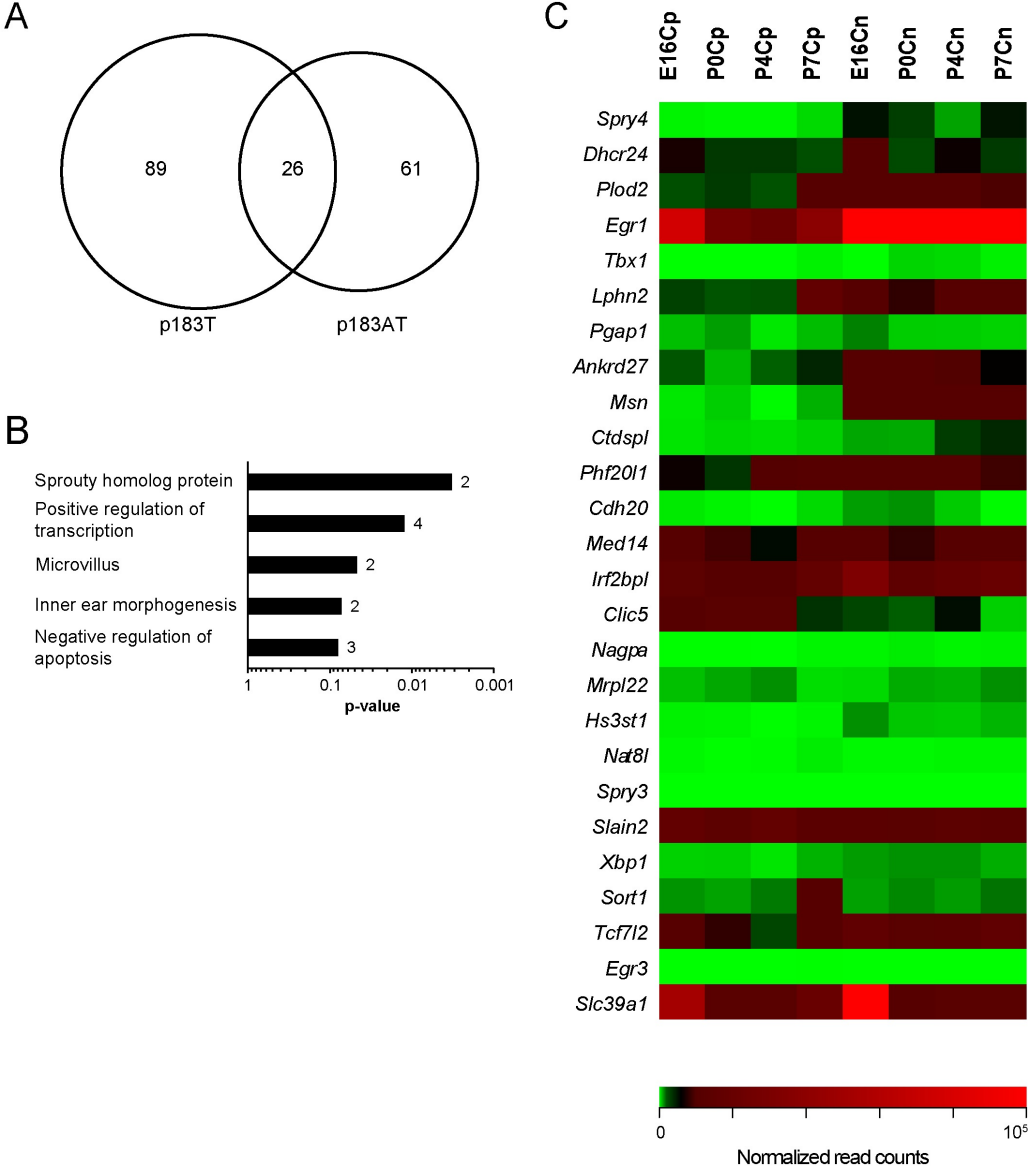
Expression of repressed miR-183 family predicted target genes during inner ear development. (A) Venn diagram depicting the commonality of differentially downregulated miR-183 family predicted target genes among miR-183 family-expressing and the Atoh1/miR-183 family-expressing iMOP cells (n = 3, linear fold change <-1.25). (B) Enriched gene ontological categories among the 26 common repressed predicted target genes with statistical significance (p<0.05). The number of genes within each category is depicted beside each bar. (C) Heat map depicting relative expression levels (normalized read counts) for the 26 common repressed predicted target genes in late prenatal (E16) and early postnatal (P0, P4 and P7) mouse inner ear development of HCs (“p” designation) versus non-HCs (“n” designation) obtained from SHIELD [26]. Red boxes indicate high expression levels, green boxes indicate low expression levels, and black boxes indicate moderate level of expression. Genes are ordered by greatest repression in miR-183 family-expressing iMOP cells (top) to the least (bottom).

### Atoh1 and miR-183 family synergism in HC development

To examine the effect of combined Atoh1/miR-183 family expression in each cell culture models, the transcriptome of Atoh1/miR-183 family-expressing cells was compared to control in each case. In mESCs, combined expression upregulated 267 genes and downregulated 168 genes, whereas in iMOP cells 94 genes were upregulated and 54 genes were downregulated (n = 3, linear fold change ≥ 1.5 and ANOVA p<0.05) (Fig 3C and 3D). 

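In mESCs the combined vector raised many of the genes that Atoh1 raised alone, such as *Lama1* and *Dll3*. *Ebf2*, the neuronal factor, and *Kdr*, the receptor for VEGF, also rose there, and *Foxi3*, a factor of the otic and epibranchial placode, had a high value. In iMOP cells *Abcd2*, a peroxisomal transporter, *Robo2*, an axon guidance receptor, *Slc44a5*, a choline transporter, and *Cdkn1a*, an inhibitor of cyclin-dependent kinases, joined the genes with high values. In mESCs 267 genes changed with p183AT and in iMOP cells 35, of which 31 were higher and 4 lower. There were 540 and 305 at a fold of at least 1.5 and an unadjusted p under 0.05 from limma, and 365 and 126 by the methods' test. Of the 225 genes higher with pAT at these thresholds in mESCs, 155 were also higher with p183AT, and of the 153 in iMOP cells, 72 were. In simulated arrays without any effect but with the same pT arrays in both comparisons, the median number shared was 8 and the highest 73 in mESCs, and 6.5 and 325 in iMOP cells, so the 72 lies within the simulated range. Fitting only the 6 compared arrays gave 80 genes in mESCs and 6 in iMOP cells, and the methods' test adjusted over all genes gave 0 in both. Without single arrays the count ran from 123 to 297 in mESCs and from 14 to 30 in iMOP cells. *Ebf2* rose by 0.96 in mESCs (adjusted p = 0.00027 from limma). *Foxi3* had 1.19 (adjusted p = 0.090) and the dim *Kdr* rose by 0.86 (adjusted p = 0.028, lost when only the compared arrays were fitted and without any of 4 single arrays). In iMOP cells *Robo2* rose by 1.19 (adjusted p = 0.023), *Slc44a5* by 1.29 (adjusted p = 0.033) and *Cdkn1a* by 1.08 (adjusted p = 0.049), each lost when only the compared arrays were fitted and without any of 4 to 5 single arrays. *Abcd2* had 1.67 (adjusted p = 0.11).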

For mESCs, the most upregulated genes were *Mir96*, *Mir182*, *Mir183*, *Lama1*, *Hes6*, *Fgf5*, *Dll3*, *Cdc25b* and *Foxi3*, whereas for iMOP cells the most upregulated genes were: *Mir182*, *Mir96*, *Mir183*, *Sema7a*, *Rab25*, *Mfap4*, *Atoh1*, *Nhlh1*, *Mical1* and *Rab15* (Fig 7A). 

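The hairpins *Mir96*, *Mir182* and *Mir183* top both lines by the vector itself. Below them come *Lama1*, *Hes6* and *Dll3* in mESCs and *Sema7a*, *Rab25* and *Rab15* in iMOP cells, genes of matrix, Notch signaling and membrane traffic that Atoh1 alone also raised. In mESCs the log2 fold changes were 5.30 for *Mir96*, 4.80 for *Mir182* and 3.53 for *Mir183*, then 2.17 for *Lama1* (adjusted p = 8.2e-07 from limma), 1.98 for *Hes6* (adjusted p = 2.8e-07), 1.92 for *Fgf5* (lost when only the compared arrays were fitted) and 1.67 for *Cdc25b*. In iMOP cells they were 3.28 for *Mir182*, 3.07 for *Mir96* and 2.88 for *Mir183*, then 2.17 for *Sema7a* (adjusted p = 3.0e-06), 1.89 for *Rab25* (adjusted p = 1.4e-05) and 1.60 for *Rab15* (lost when only the compared arrays were fitted). *Mfap4* had 1.59 (adjusted p = 0.053) and *Mical1* rose by 1.43 (adjusted p = 1.6e-05). The paper's qRT-PCR on separate RNA samples found both higher with p183AT in iMOP cells. *Mir96* rose less in iMOP cells than in mESCs (difference -2.23, adjusted p = 0.0046 from limma), a call lost when only the compared arrays were fitted and after quantile normalization.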

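*Sel1l3* and *Rasef* are the genes that the study adds for combined expression in mESCs to those named for Atoh1 alone. *Sel1l3* encodes a membrane protein related to a factor of protein degradation, and *Rasef* a GTPase with calcium-binding domains. Both rose with p183AT, and *Sel1l3* also rose with Atoh1 alone. *Sel1l3* rose by 1.15 (adjusted p = 0.0038 from limma) with p183AT and by 1.12 (adjusted p = 0.0049) with pAT. *Rasef* rose by 1.02 (adjusted p = 0.028), lost when only the compared arrays were fitted and without any of 5 single arrays. The genes named are *Fgf5*, *Lama1*, *Dll3*, *Hes6*, *Gfra3*, *Lbh*, *Sel1l3*, *Tmem88b*, *Id2* and *Rasef*. All 10 were higher by either adjustment (mean 1.53), including the one adjusted over the list alone, but the study chose them on these samples and they are not independent evidence.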

Comparing upregulated genes in mESCs to the P0 cochlear HC transcriptome [13], we identified 56 genes in common including *Fgf5*, *Lama1*, *Dll3*, *Hes6*, *Gfra3*, *Lbh*, *Sel1l3*, *Tmem88b*, *Id2* and *Rasef*. For iMOP cells, 35 upregulated genes were enriched in cochlear HCs including *Sema7a*, *Rab25*, *Nhlh1*, *Rab15*, *Gadd45g*, *Dll3* and *Dll1*.

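*Nhlh1* and *Gadd45g* were called in iMOP cells with combined expression. *Nhlh1* encodes a basic helix-loop-helix factor of young neurons and hair cells, and *Gadd45g* a protein of growth arrest that proneural factors induce. Both rose with p183AT, as did *Rab15*, *Rab25*, *Sema7a* and *Dll3*, while *Dll1* did not pass the test. *Sema7a* was at log2 7.78 ± 0.28 (SD, n = 3) with p183AT. *Nhlh1* rose from 5.15 ± 0.04 to 6.42 ± 0.47 (SD, n = 3 each, log2 fold change 1.27, standard error 0.23, adjusted p = 0.029 from limma) and *Gadd45g* by 1.60 (adjusted p = 0.016). Both calls were lost when only the compared arrays were fitted, that of *Nhlh1* also without any of 5 single arrays and that of *Gadd45g* without any of 3. *Dll3* rose by 1.22 (adjusted p = 0.043, lost in the same fit and without any of 5 single arrays), and *Dll1* had 1.04 (adjusted p = 0.087). Of the 7 genes, 6 were higher and all 7 adjusted over the list alone (mean 1.54). The study chose them on these samples, so they are not independent evidence. The medians of small nucleolar RNAs were log2 9.43, 9.82 and 9.99 in the 3 p183AT arrays.

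**Figure D4:**
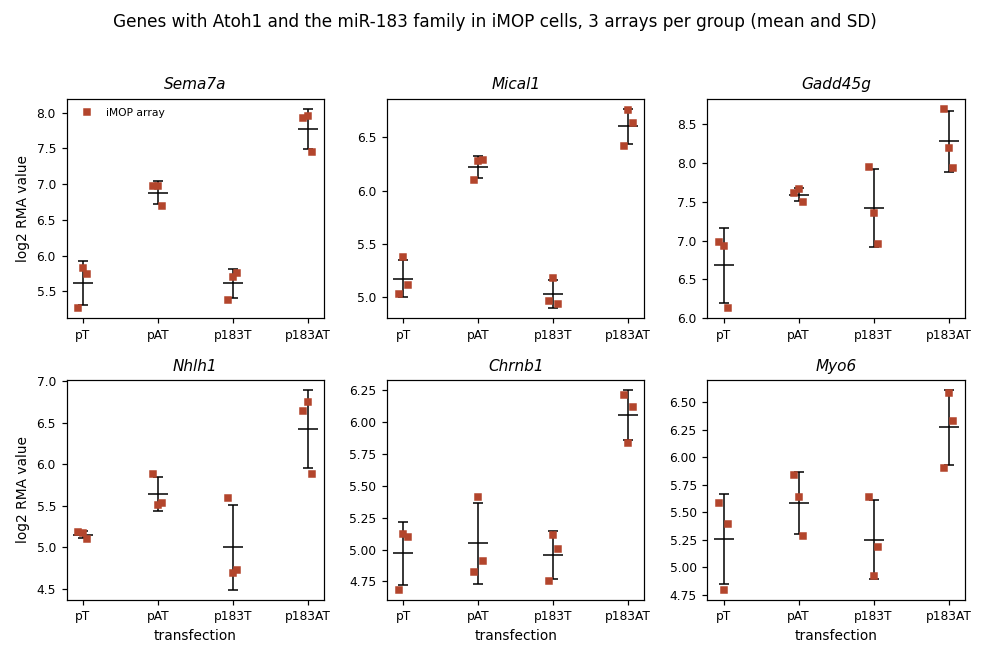
Log2 RMA value (y axis) of *Sema7a*, *Mical1*, *Gadd45g*, *Nhlh1*, *Chrnb1* and *Myo6* in iMOP cells by transfection (x axis), 1 point per array, with the mean and SD of 3 arrays in black. The log2 fold change of p183AT from pT is 2.17 for *Sema7a*, 1.43 for *Mical1*, 1.60 for *Gadd45g*, 1.27 for *Nhlh1*, 1.09 for *Chrnb1* and 1.01 for *Myo6*, the last not past the test.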

**Fig 7:**
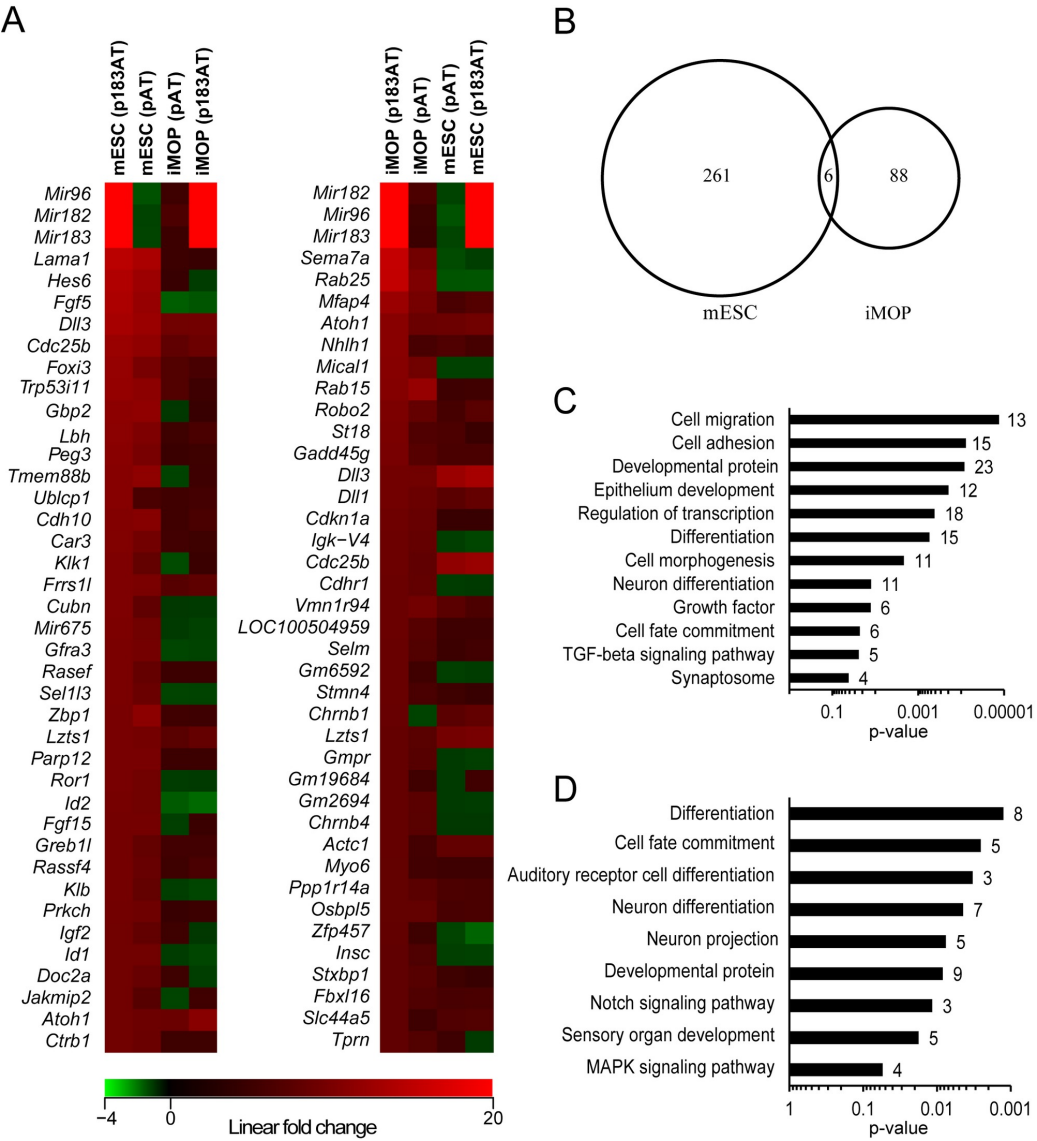
Impact of Atoh1/miR-183 family on mESC and iMOP cell transcriptomes. (A) Heat maps showing linear fold changes for 40 genes in the transcriptomes of transfected mESC and iMOP cells compared to controls. The genes were selected by comparing Atoh1/ miR-183 family-expressing cells to control for each cell type (n = 3, linear fold change ≥1.5 and ANOVA p<0.05), and they represent the most upregulated genes in mESCs (left heat map) and iMOP cells (right heat map). Red boxes indicate upregulated genes, green boxes indicate downregulated genes, and black boxes indicate genes with no change in expression. Genes are ordered by greatest fold change in Atoh1/miR-183 family-expressing cells (top) to least (bottom). (B) Venn diagram showing the commonality of differentially upregulated genes among the Atoh1/miR-183 family-expressing mESC and iMOP cells. (C, D) Graphs show enriched gene ontological categories in Atoh1/miR-183 family-expressing mESCs (C) and iMOP cells (D) with statistical significance (p<0.05). The number of genes within each category is indicated beside each bar.

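Genes higher in both lines with p183AT again hold the Notch ligands *Dll1* and *Dll3*, the phosphatase *Cdc25b* and the receptor auxiliary *Frrs1l*. *Chrnb1*, a subunit of the muscle acetylcholine receptor, *Mycl*, a relative of Myc, *Rbm24*, a splicing factor of muscle and hair cells, and *Tgfb2*, a growth factor, appear beside them. At a fold of at least 1.5 and an unadjusted p under 0.05 from limma, 16 genes were higher in both lines, where 2.31 would be shared by chance (Fisher's exact test, adjusted p = 1.7e-08). They are *Abcd2*, *Atoh1*, *Cdc25b*, *Chrnb1*, *Dll1*, *Dll3*, *Frrs1l*, *Khdc1a*, *Lzts1*, *Mfap4*, *Mir182*, *Mir183*, *Mir96*, *Mycl*, *Rbm24* and *Tgfb2*. Without *Atoh1* and the 3 hairpins, which the vector carries, 12 were shared against 2.23 by chance (adjusted p = 5.6e-06), and with dim clusters left out 5 against 2.42 (unadjusted p = 0.0945). *Chrnb1* rose by 0.82 in mESCs (adjusted p = 0.00099 from limma, lost when only the compared arrays were fitted), and *Cdc25b* by 0.98 in iMOP cells (adjusted p = 0.0090, lost in that fit and without 1 of the p183AT arrays, replicate 3). At the same thresholds 8 genes were lower in both, against 1.03 by chance (adjusted p = 1.9e-05).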

Among differentially expressed genes in Atoh1/miR-183 family-expressing mESCs and iMOP cells, there were only 6 upregulated genes in common (*Cdc25b*, *Chrnb1*, *Dll1*, *Dll3*, *Frrs1l* and *Lzts1*) (Fig 7B). Two genes were upregulated in mESCs and downregulated in iMOP cells (*Fgf5* and *Id2*), and one gene was upregulated in iMOP cells and downregulated in mESCs (*Rab25*).

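*Fgf5*, *Id2* and *Rab25* differed between the lines with combined expression as they did with Atoh1 alone, and *Id3*, which like *Id2* blocks basic helix-loop-helix factors, and the laminin *Lama1* also responded more in mESCs. *Mreg*, lower in mESCs, was not called in iMOP cells. *Rab25* fell in mESCs with p183AT and rose in iMOP cells. *Rab25* had a log2 fold change of -0.72 in mESCs (adjusted p = 0.032 from limma, lost when only the compared arrays were fitted and without any 1 of the 6 arrays). The difference between the lines, iMOP minus mESC, was 2.61 for *Rab25* (adjusted p = 1.0e-07), -2.52 for *Fgf5* (adjusted p = 0.00047) and -1.97 for *Id2* (adjusted p = 0.00082). In iMOP cells *Id2* had -0.82 (adjusted p = 0.34) and *Fgf5* -0.61 (adjusted p = 0.64). The difference was -2.20 for *Lama1*, 1.20 for *Mreg* and -1.79 for *Id3* (adjusted p = 0.045, lost when only the compared arrays were fitted and without any of 9 single arrays). At a fold of at least 1.5 and an unadjusted p under 0.05 from limma, 6 genes were higher in mESCs and lower in iMOP cells, against 1.23 by chance (Fisher's exact test, adjusted p = 0.0021). The reverse held for 4 genes against 1.93 by chance (adjusted p = 0.16).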

Gene ontological analysis of upregulated genes in Atoh1/miR-183 family-expressing mESCs and iMOP cells showed enrichment of common categories including differentiation, cell fate commitment, developmental proteins and neuron differentiation (Fig 7C and 7D). Unique categories in mESCs included cell migration, epithelial development and TGF-ß signaling, whereas iMOP cells showed enrichment in auditory receptor cell differentiation and MAPK signaling pathway.

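Mesendoderm genes rose in mESCs with combined expression, and MAPK feedback genes had a negative mean in iMOP cells. *Snai2* encodes a repressor of epithelial genes that drives migration, *Gata4* a factor of endoderm and heart, and *Id1* a target of BMP signals. In iMOP cells *Egr1* was lower and *Dusp6*, a phosphatase that ends ERK signaling, and *Spry2*, a receptor signaling inhibitor, both named here after their values were seen, had negative values. Of 17 mesendoderm genes, 3 were higher and 0 were lower in mESCs with p183AT, or 5 and 0 adjusted over the list alone (mean 0.37, adjusted p = 6.4e-07 from camera, and 0.020 with an estimated correlation). *Snai2* rose by 1.24 (adjusted p = 0.00086 from limma) and *Gata4* by 0.55 (adjusted p = 0.035, lost in 3 other fits and without any 1 of the 6 arrays). In iMOP cells the mean of this list was -0.09 (adjusted p = 0.26 from camera). The rise in mESCs is against pT and is not shown to exceed that with Atoh1 alone. Between p183AT and pAT in mESCs limma called only the 3 hairpins, and the paper's qRT-PCR found *Snai2* higher with Atoh1 alone as well. For 18 BMP and ID genes in mESCs, 2 were higher and 0 were lower, or 4 and 1 adjusted over the list alone (mean 0.22, adjusted p = 0.034, and adjusted p = 0.33 with an estimated correlation). For the 29 FGF and MAPK genes in iMOP cells, 0 were higher and 1 was lower with p183AT, or 1 and 5 adjusted over the list alone (mean -0.27, adjusted p = 6.8e-06, and adjusted p = 0.12 with an estimated correlation). With Atoh1 alone 0 were called by limma, or 1 higher and 2 lower adjusted over the list alone (mean -0.24, adjusted p = 4.8e-05, and adjusted p = 0.16 with an estimated correlation). *Dusp6* had -1.13 (adjusted p = 0.26) and *Spry2* -0.61 (adjusted p = 0.62). For the 40 neurogenesis genes in iMOP cells, 3 were higher with p183AT, or 7 adjusted over the list alone (mean 0.26, adjusted p = 1.3e-06, and 0.0082 with an estimated correlation). The study also shows *Nhlh1*, *Gadd45g* and *Robo2* of this list, and *Snai2*, *Id1* and *Egr1* of the other lists, from these samples. For these genes the lists are not independent evidence.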

To determine how combined Atoh1/miR-183 family expression differs from only Atoh1 expression, we compared the transcriptomes of Atoh1/miR-183 family-expressing cells to Atoh1-expressing cells (linear fold change ≥ 1.5 and ANOVA p<0.06) (Fig 8). 

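In mESCs the genes that p183AT moved beyond pAT were the hairpins *Mir96*, *Mir182* and *Mir183*. *Oxct2b* encodes a ketone enzyme of testis, *Glb1l2* a relative of beta-galactosidase, *Ptpn20* a phosphatase and *Tagap1* a GTPase-activating protein, and none of these passed the test. *Fat4*, a protocadherin of planar polarity, and the small nucleolar RNAs *Snora44* and *Snord35a* did not pass either. The hairpins rose by 5.62, 5.01 and 3.78, and these 3 genes were the only ones called by limma, with 1235 at an unadjusted p under 0.05 and 0 by the methods' test adjusted over all genes. The call of *Mir183*, whose p183AT arrays ran from log2 5.52 to 7.68, was lost when only the compared arrays were fitted. *Tagap1* had a log2 fold change of 1.11 (adjusted p = 0.88), *Ptpn20* of 0.62, *Glb1l2* of 0.61 and *Gm9999* of 0.47, and all 4 were dim. *Oxct2b* had -0.05 at the cluster of highest mean and 0.87 at another. *Snora44* had -0.99 (standard error 0.16, adjusted p = 0.093), *Snord35a* -0.77, the dim *Gm11517* -1.15 and *Fat4* -0.12, with -0.70 at another cluster. Small nucleolar RNAs as a group had a mean of -0.30, 0 of 73 over all genes and 13 lower adjusted over the list alone (adjusted p = 1.7e-17 from camera, and 0.049 with an estimated correlation). Taking a fold of at least 1.5 and an unadjusted p under 0.06 from limma, 80 genes were higher and 128 lower. By the methods' test there were 31 and 27, and with Tukey biweight averages 35 and 34. Without single arrays limma gave 79 to 288 higher and 90 to 284 lower.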

In Atoh1/miR-183 family-expressing mESCs, 49 genes were upregulated including 5 enriched in P0 HCs (*Tagap1*, *Oxct2b*, *Glb1l2*, *Ptpn20* and *Gm9999*), and 13 genes were downregulated including 5 that showed lower expression in P0 cochlear HCs relative to supporting cells [13] (*Snora44*, *Snorad35a*, *Rnu73b*, *Gm11517* and *Fat4*). In Atoh1/miR-183 family-expressing iMOP cells, 68 genes were upregulated including 7 genes enriched in HCs (*Chrnb1*, *Nhlh1*, *Sema7a*, *Abcd2*, *Zfp457*, *Myo6* and *Gadd45g*), and 32 genes were downregulated including 4 that showed lower expression in P0 cochlear HCs relative to supporting cells [13] (*Helt*, *Myo1c*, *Mnd1* and *Trdn*) (Fig 8).

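In iMOP cells as well, only the hairpins *Mir182*, *Mir96* and *Mir183* were called between p183AT and pAT. *Abcd2* transports very long fatty acids into peroxisomes, *Myo6* is the minus-end myosin of stereocilia and endocytosis, and *Myo1c* a myosin of adaptation. *Trdn* encodes triadin of the muscle calcium release complex and *Mnd1* a meiotic recombination protein. None of these passed the test. The hairpins rose by 3.23, 3.04 and 2.78, and no other gene was called by limma, with 1010 genes at an unadjusted p under 0.05 and 0 by the methods' test adjusted over all genes. *Abcd2* had a log2 fold change of 1.15, *Chrnb1* of 1.01 (standard error 0.18, adjusted p = 0.14), *Sema7a* of 0.89 (adjusted p = 0.33), *Nhlh1* of 0.78, *Gadd45g* of 0.69, *Myo6* of 0.69 and the dim *Zfp457* of 0.82. *Helt* had -0.85 (adjusted p = 0.66), *Myo1c* -0.58, and the dim genes *Mnd1* and *Trdn* had -0.88 and -0.56. Of a different set of 7, named by the study for p183AT against pT (*Sema7a*, *Rab25*, *Nhlh1*, *Rab15*, *Gadd45g*, *Dll3* and *Dll1*), 0 were called over all genes and 4 were higher adjusted over the list alone (mean 0.39, adjusted p = 6.0e-05 from camera, and 0.011 with an estimated correlation). They were chosen on these samples. The 45 hair cell genes had a mean of 0.04 (adjusted p = 0.42). With a fold of at least 1.5 and an unadjusted p under 0.06 from limma, 77 genes were higher and 38 lower. The methods' test gave 43 and 20, and with Tukey biweight averages 59 and 26. Limma without single arrays gave 96 to 186 higher and 62 to 87 lower.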

**Fig 8:**
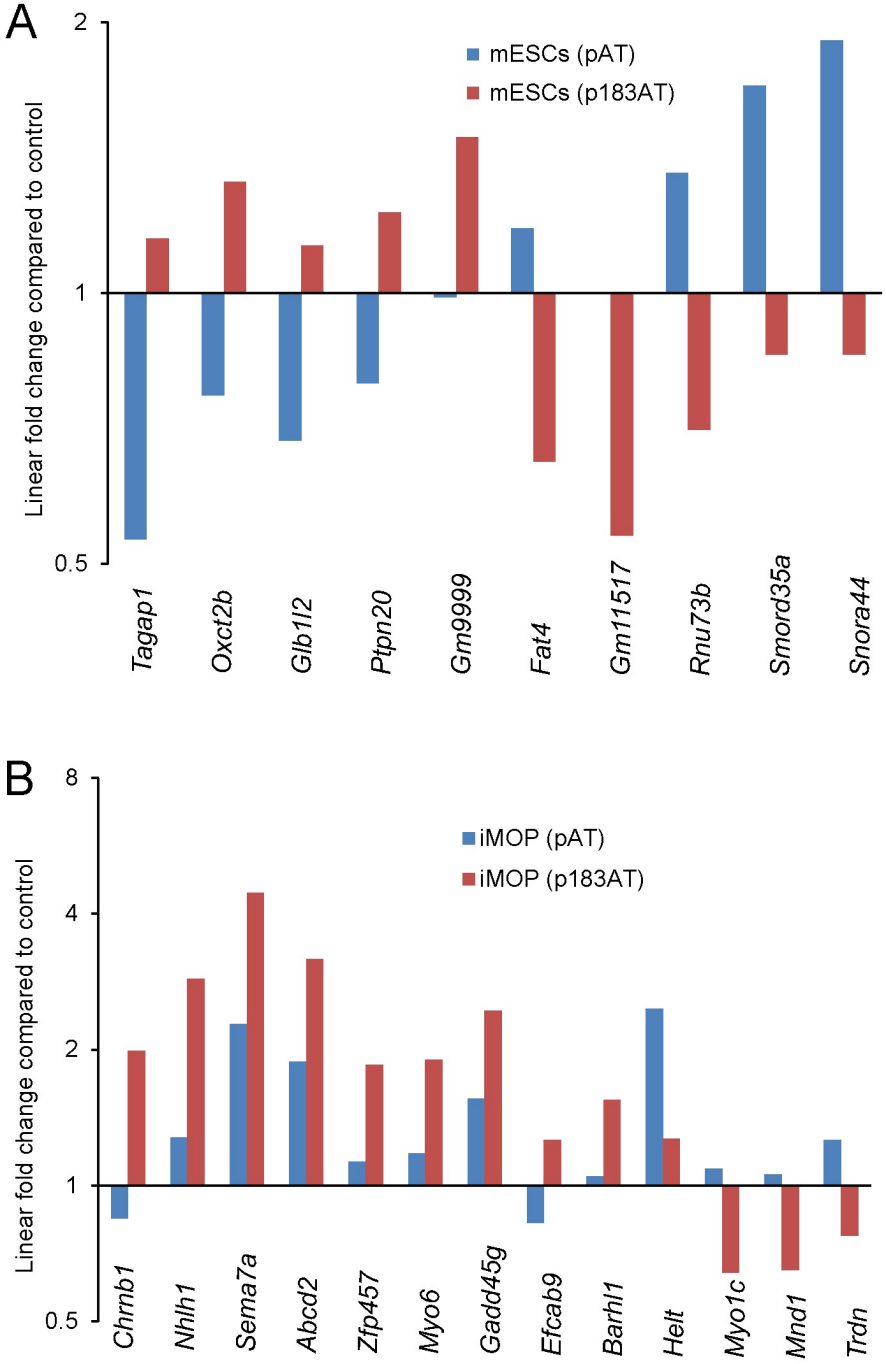
Unique combinational influence of Atoh1 and miR-183 family. (A) Linear fold change in gene expression for Atoh1-expressing mESCs (blue) and Atoh1/miR-183 family-expressing mESCs (red) compared to control. (B) Linear fold change in gene expression for Atoh1-expressing iMOP cells (blue) and Atoh1/miR-183 family-expressing iMOP cells (red) compared to control. Differentially expressed genes for each cell type were selected based on comparison of Atoh1/miR-183 family-expressing cells to Atoh1-expressing cells (n = 3, linear fold change ≥1.5 and ANOVA p<0.06).

### Validation of a subset of differentially expressed genes

To validate differential gene expression detected by microarray analyses, Taqman qRT-PCR was performed comparing gene expression for different conditions to control. In both Atoh1*-* and Atoh1/miR-183 family-expressing mESCs, upregulation was verified for *Atoh1*, *Dll3*, *Dll1*, *Snai2*, *Hes6*, *Lbh*, *Id2*, *Id3*, *Ebf2*, *Prtg*, *Pknox2*, *Nr2f2*, *Pou3f1*, *Smad3*, *lama1*, *Peg3*, *Pim2*, *Car2*, *Gfra3* and *Sema6a*, and downregulation was verified for *Nanog*, *Sox15*, *Prdm14* and *Nr5a2* (n = 3, Student’s t-test p<0.05) (Fig 9A). In both Atoh1*-* and Atoh1/miR-183 family-expressing iMOP cells, upregulation was validated for *Atoh1*, *Dll3*, *Helt*, *Mical1*, *Rab15*, *Rab25* and *Sema7a*, and Atoh1/miR-183 family-expressing cells additionally validated upregulation of *Actc1*, *Lzts1*, *Mfap4*, *Chrnb1*, and *Selm* (n = 3, Student’s t-test p<0.05) (Fig 9B).

**Fig 9:**
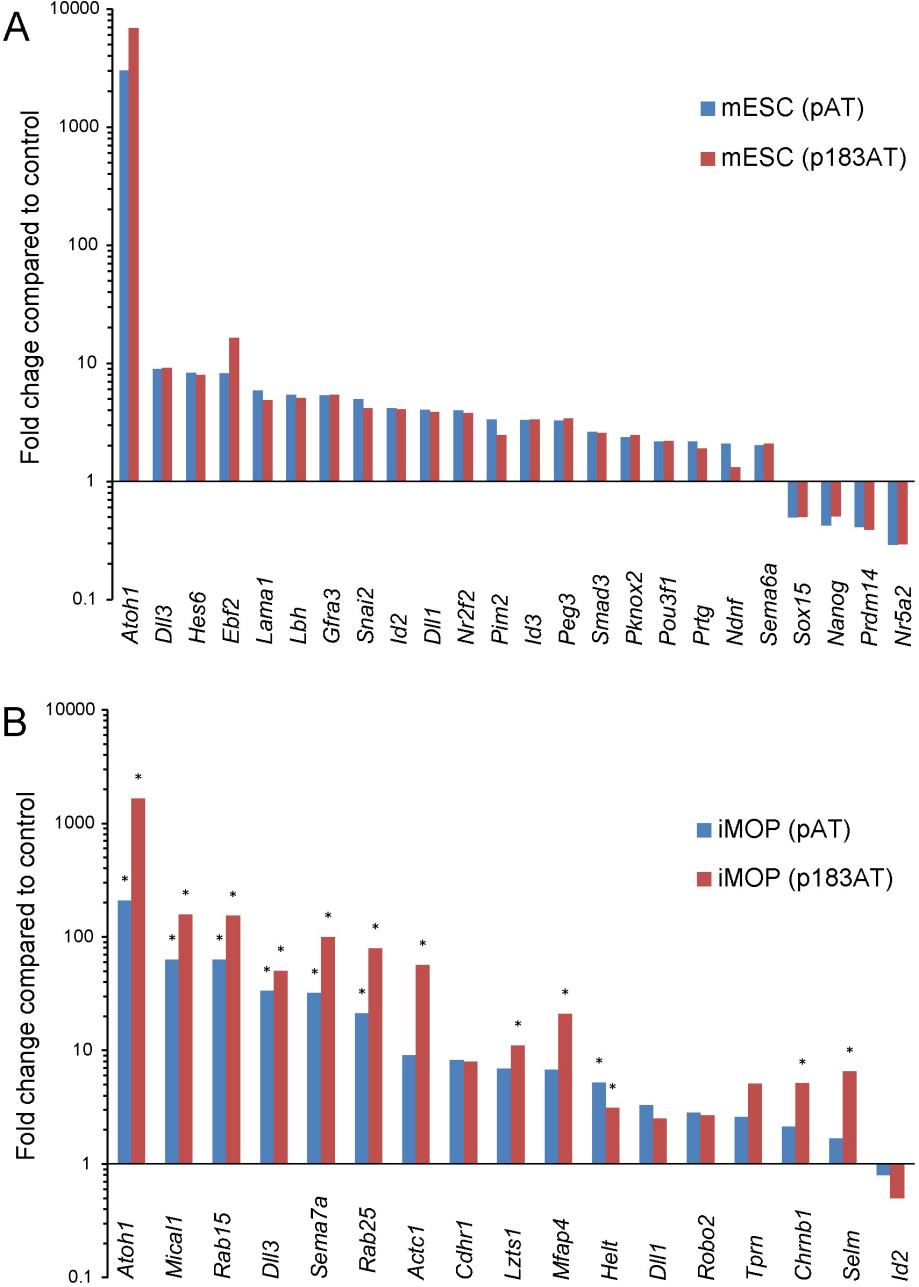
qRT-PCR validation of a subset of differentially expressed genes in mESC and iMOP cells. Graphs show linear fold change of differentially expressed genes by Taqman qPCR detection in Atoh1-expressing cells (blue) and Atoh1/miR-183 family-expressing cells (red) compared to control in mESCs (A) and iMOP cells (B). Data were normalized to detection of 18S ribosomal RNA. All values represent statistically significant differences for mESCs except for Ndnf expression in Atoh1/miR-183 family-expressing cells, and statistically significant differences are indicated by asterisks for iMOP cells (n = 3, Student’s t-test p<0.05).

## Discussion

Our work describes how different combinations of Atoh1 and miR-183 family expression promote HC fate in pluripotent and multipotent cells. Global gene expression analysis provided an unbiased and thorough approach to examine the influence of these factors. In addition, utilization of two different developmental cell culture models facilitated understanding of the contextual prerequisite for Atoh1 and miR-183 family roles during development. We used mESCs as a model of pluripotent stem cells, which have been commonly proposed in approaches for cell replacement therapies, and iMOP cells as a model of otic fate-restricted yet multipotent self-renewing cells capable of terminal differentiation upon removal of bFGF [20].

Results generally show that as more factors are introduced in each cell culture model, an increase in the number of differentially expressed genes is observed. The percentage of upregulated genes also identified as enriched in cochlear HCs [13] can be considered to reflect the efficiency of reprograming toward a HC fate. Atoh1-expressing mESCs exhibited approximately 20% with no substantial difference between Atoh1 alone or in combination with the miR-183 family. By comparison, iMOP cells showed greater percentages of upregulated genes identified as enriched in HCs, where Atoh1 expression alone yielded 28% and the combination of Atoh1/miR-183 family yielded 38%. 

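In iMOP cells *Chrnb1*, *Nhlh1*, *Sema7a* and *Myo6* had higher values with p183AT than the sum of the changes with pAT and p183T. *Gadd45g* and *Rab25* had values with both factors near that sum. A synergy of Atoh1 and the miR-183 family, as non-additive change, was tested for each gene as the p183AT value less pAT, less p183T, plus pT. In iMOP cells this difference was 1.02 for *Chrnb1*, 0.93 for *Nhlh1*, 0.90 for *Sema7a*, 0.69 for *Myo6*, 0.09 for *Rab25* and -0.05 for *Gadd45g*. The vector's own *Atoh1* had 0.41. None passed limma's test (adjusted p = 1 for each). Over all genes 0 were non-additive in iMOP cells by limma, with 894 at an unadjusted p under 0.05, and 0 in mESCs, with 832. The paper takes the miR-183 family to work synergistically with Atoh1 in iMOP cells. It does so from another measure, the larger share of hair cell enriched genes with both factors. The paper also compares p183AT with pAT directly, and names *Nhlh1*, *Chrnb1* and *Myo6* as higher with both factors but not with Atoh1 alone. Its qRT-PCR on separate RNA samples adds *Actc1*, *Lzts1*, *Mfap4*, *Chrnb1* and *Selm* as higher with both. How well a non-additive change would be recovered with these arrays was not tested.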

Our data indicate that iMOP cells are more receptive to HC programming, and that the miR-183 family works synergistically with Atoh1 in this cell culture model.

Comparison of the number of differentially upregulated genes with Atoh1 expression in each cell culture model showed that twice as many genes were upregulated in mESCs than in iMOP cells. One possible explanation is the presumed epigenetic difference between the two cell types, where there is a large amount of transcriptionally active chromatin in mESCs compared to differentiated lineages [27]. Therefore, more Atoh1 target genes might be transcriptionally accessible in mESCs than in iMOP cells.

Enriched gene ontological categories in Atoh1-expressing mESCs revealed a large number of developmental proteins and transcriptional regulators, some of which are involved in epithelial cell differentiation. These categories are less represented in Atoh1-expressing iMOP cells, which showed enrichment in differentiation and protein localization categories. Since iMOP cells are already specified to an epithelial fate, the impact of Atoh1 appears directed toward inducing terminal differentiation. In both cell culture models, Atoh1 expression upregulated multiple genes involved in neurogenesis. A recent study in which Atoh1 was expressed in embryonic stem cells did not induce cells toward a HC fate; cells were instead driven toward neuronal differentiation [28]. Our results are consistent with these findings and provide further evidence of the role of Atoh1 in neurogenesis when used as a sole factor for pluripotent stem cell programming. The striking difference between mESCs and iMOP cells with regard to upregulated genes and their functional categories upon Atoh1 expression confirms the previous claim that the cellular context in which Atoh1 functions determines its selection of target genes [29].

Our analysis showed few Atoh1-regulated genes that are contextually independent including the Notch ligand-encoding genes *Dll1* and *Dll3*. Previous studies showed that mouse HCs express *Dll1* and *Dll3* around E14.5-E15.5 [30,31], and that the Notch signaling pathway plays a key role in determining HC and supporting cell fates through a lateral inhibition receptor/ligand interaction [32,33]. Atoh1 has also been shown to regulate Notch ligand genes and thereby directs the differentiation of HCs [34], cerebellar granule cells [35] and intestinal secretory cells [36]. Our data show that the inductive effect of Atoh1 on Delta ligands is contextually independent in our cell culture models and thereby provide further evidence for this consistent role of Atoh1 in different cellular contexts.

Interestingly, *Id2* gene expression was upregulated in mESCs and downregulated in iMOP cells upon Atoh1 expression. ID proteins function as negative regulators of basic helix-loop-helix proteins through the formation of inactive heterodimers [37]. It was previously shown that the expression of ID proteins and Atoh1 overlapped in cochlear progenitor cells before cellular differentiation, but a specific downregulation of ID protein expression was observed in individual cells that differentiated as HCs [38]. Our results indicate that Atoh1 is capable of inducing two opposite effects on *Id2* expression depending on transcriptional context. 

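Genes of BMP signaling differed between the untransfected lines in both directions. *Bmp4*, a ligand that induces *Id* genes, and *Smad7*, an inhibitor that TGF-beta signals induce, were higher in mESCs, while the related ligand *Bmp7* was higher in iMOP cells. *Id2* itself did not differ. *Id3* and *Id4*, also BMP targets and named here after their values were seen, were higher in iMOP cells. *Bmp4* was at log2 8.71 ± 0.09 in mESCs and 3.80 ± 0.36 in iMOP cells (SD, n = 3 each, log2 fold change, iMOP minus mESC, of -4.91, standard error 0.17, adjusted p = 4.0e-09 from limma), and it was dim in iMOP cells. *Smad7* had -4.06 (adjusted p = 2.2e-09) and *Bmp7* 1.85 (adjusted p = 2.2e-06). *Id2* had -0.33 (adjusted p = 0.22), *Id3* 1.01 and *Id4* 0.77. Of 18 BMP and ID genes 8 were higher and 7 lower in iMOP cells (adjusted p = 0.61 from camera). With pT against untransfected mESCs, *Bmp4* fell by 1.63 (adjusted p = 1.9e-05) and *Id2* rose by 1.17. From the higher *Bmp4* in mESCs and from earlier work on *Id2*, the paper proposes that BMP4 is a contextual modulator of Atoh1 function.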

Upon examining contextual differences between unmanipulated mESCs and iMOP cells, we found 14-fold upregulation of *Bmp4* in mESCs compared to iMOPs. Previous studies have shown that ID proteins are potently induced by bone morphogenic proteins (BMPs) in different cell types [39–41], and BMP4 in particular is an inducer of *Id2* gene expression [42]. Based on these observations, it appears that BMP4 is one of the contextual modulators of Atoh1 function.

Expression of the miR-183 family alone was not sufficient to drive the expression of HC-specific genes in either cell culture model, but the combination of miR-183 family and Atoh1 showed a substantial increase in the number of upregulated HC genes in both cell models. This aligns well with previous evidence that miRNAs fine tune gene expression to reinforce a specific cell fate during development [43].

Among the miR-183 family predicted target genes within the list of downregulated genes in miR-183 family-expressing iMOP cells are sprouty homolog proteins. 

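The 4 *Spry* genes encode inhibitors of receptor tyrosine kinase signaling, and *Spred1* and *Il17rd* further inhibitors of the same pathway. With p183T in iMOP cells none of them was called. *Spry4* had the lowest value of these genes, and *Spry1*, *Spry2*, *Spred1* and *Il17rd* are named here after their values were seen. *Spry2* had a log2 fold change of -0.23 and *Spry1* of -0.14, while *Spred1* had 0.01 and *Il17rd* -0.00 (adjusted p = 1 from limma for each). In untransfected cells *Spry4* was lower in iMOP cells than in mESCs (-2.60, adjusted p = 1.2e-06 from limma).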

*Spry4* is an inhibitor of the receptor-transduced mitogen-activated protein kinase (MAPK) signaling pathway and is shown to be expressed during Zebrafish otic vesicle development [44]. Furthermore, overexpression of *Spry4* caused a reduction in the size of otic vesicles. *Spry4* expression during mouse inner ear development shows more than 17-fold downregulation in cochlear HCs versus non-HCs between E16 and P0, and this downregulation is maintained until at least P7 [26]. By repressing *Spry4* gene expression, the miR-183 family may reduce MAPK signaling inhibition and thereby potentially affect multiple cellular processes including proliferation and survival. A recent study showed that in human embryonic stem cells, *Spry4* knockdown enhanced cell survival [45]. Repression of Sprouty protein expression might be one possible way through which the miR-183 family supports HC survival during development and differentiation.

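*Tbx1*, a T-box factor of the otic vesicle, was higher in untransfected iMOP cells than in mESCs and higher with pT than in untransfected iMOP cells. *Tbx1* did not pass the test with either vector that carries the miR-183 family. It was at log2 7.55 ± 0.19 with p183T and 7.78 ± 0.52 with pT (SD, n = 3 each, log2 fold change -0.22, standard error 0.23, adjusted p = 1 from limma), and had a log2 fold change of -0.37 with p183AT (adjusted p = 0.85). The pT arrays had the wider spread. *Tbx1* was higher in untransfected iMOP cells by 1.19 (adjusted p = 0.00089) and rose by 1.30 with pT (adjusted p = 0.00018).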

Our data revealed *Tbx1* as another predicted target gene that is downregulated in iMOP cells expressing the miR-183 family. *Tbx1* is a T-box containing transcription factor that is expressed early in otocyst development, and loss-of-function obstructs inner ear development at an early otocyst stage [46]. Additionally, transgenic mice overexpressing *Tbx1* exhibit sensorineural hearing loss and malformation of the cochlear duct [47]. Both gain-of-function and loss-of-function studies indicate that the inner ear is highly sensitive to *Tbx1* expression levels and underscore the importance of precise *Tbx1* regulation. Our data suggest that the miR-183 family is involved in modulating the expression of *Tbx1* to facilitate proper HC differentiation. This role for the miR-183 family is supported by a previous study in which overexpression of *miR-182* was shown to inhibit the expression of *Tbx1* in the cultured otic progenitor/stem cells [48].

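*Chrnb1*, which encodes a subunit of the muscle acetylcholine receptor, and *Nhlh1* rose in iMOP cells with p183AT, whereas *Myo6*, the myosin of stereocilia, did not pass the test there. With Atoh1 alone *Chrnb1*, *Nhlh1* and *Myo6* were not called. The difference between p183AT and pAT was not past the test for any of the 3. By qRT-PCR on separate RNA samples, the paper reports *Chrnb1* higher in iMOP cells with both factors, and does not list it for Atoh1 alone. With p183AT *Chrnb1* was at log2 6.06 ± 0.20 against 4.97 ± 0.25 with pT (SD, n = 3 each, log2 fold change 1.09, standard error 0.18, adjusted p = 0.018 from limma, lost when only the compared arrays were fitted and without any of 3 single arrays). *Myo6* was at 6.27 ± 0.34 against 5.26 ± 0.41 (log2 fold change 1.01, adjusted p = 0.13). With pAT the log2 fold change was 0.08 for *Chrnb1*, 0.49 for *Nhlh1* (adjusted p = 0.73) and 0.33 for *Myo6* (adjusted p = 0.85).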

Combined expression of Atoh1 and miR-183 family in iMOP cells was sufficient to specifically upregulate some HC enriched genes including *Nhlh1*, *Chrnb1* and *Myo6* that were not upregulated in Atoh1-expressing cells. *Nhlh1* is a bHLH transcription factor that is expressed at E18.5 in all sensory regions of the inner ear including inner and outer HCs of the cochlea [49]. This timing directly follows the expression of Atoh1 and the miR-183 family [50]. Two weeks after birth, *Nhlh1* expression decreases significantly in HCs and is undetectable by P30 [49], suggesting that *Nhlh1* is primarily involved in perinatal development of the inner ear. The expression of *Nhlh1* genes was also evident in other sensory structures during development such as the ganglion cell layer of the retinal epithelium at E14.5, and the olfactory system [51]. The expression dynamics of *Nhlh1* correlate well with miR-183 family member expression suggesting a possible role for the miR-183 family in *Nhlh1* induction.

Some genes showed upregulation in Atoh1-expressing iMOP cells, but no change with combined Atoh1/miR-183 family expression, including *Helt*. 

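*Helt*, a repressor that directs GABAergic neurons, rose with Atoh1 alone in iMOP cells and was not called with p183AT. In mESCs it was not called with either vector. Among the 5 genes called with pAT in iMOP cells, *Helt* lost its call in the most alternatives, although several calls with p183AT were lost in more. *Helt* was at log2 5.92 ± 0.38 with pAT against 4.75 ± 0.14 with pT (SD, n = 3 each, standard error of the difference 0.19). Its call was lost when only the compared arrays were fitted and without pAT replicate 1, pAT replicate 2, pT replicate 2 or pT replicate 3. With p183AT its log2 fold change was 0.32 (adjusted p = 0.84 from limma). By qRT-PCR on separate RNA samples, the paper reports *Helt* higher in iMOP cells with Atoh1 alone and with both factors. The non-additive difference was -0.79 (adjusted p = 1).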

*Helt* belongs to the bHLH-O family of transcriptional repressors and has been shown to regulate neuronal differentiation and specifically promote GABAergic neuronal fate [52]. This finding suggests a role for the miR-183 family in repressing Atoh1-induced effects that are not HC specific, thereby contextually reinforcing the HC fate.

Multiple genes previously demonstrated to lie downstream of Atoh1 did not show increased expression in Atoh1-expressing mESCs or iMOP cells. For example, transcription factor Barhl1 is expressed in hair cells around E14.5 and relies on Atoh1 as an upstream regulator [53], but it was not upregulated in either cell culture model. Similarly, transcription factor Gfi1 is expressed in hair cells around E15.5 [54] and functions downstream of Atoh1 [55], and transcription factor Pou4f3 is directly regulated by Atoh1 [56], but neither is upregulated in Atoh1-expressing mESCs or iMOP cells. 

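*Barhl1*, *Gfi1* and *Pou4f3* maintain hair cells after their fate is set. None of them was called with Atoh1, alone or with the miR-183 family, in either line. *Jag2*, a Notch ligand of hair cells, was not called either. With pAT *Barhl1* had a log2 fold change of 0.17 in mESCs (adjusted p = 0.86 from limma) and 0.14 in iMOP cells (adjusted p = 0.94), *Gfi1* of 0.26 (adjusted p = 0.79) and 0.20 (adjusted p = 0.84), and *Pou4f3* of 0.12 (adjusted p = 0.95) and 0.09 (adjusted p = 0.97). With p183AT *Barhl1* had 0.15 and 0.52, *Gfi1* -0.02 and 0.04, and *Pou4f3* 0.47 and 0.01. The paper proposes that other factors that work with Atoh1 are lacking, or that the time or level of Atoh1 expression is insufficient.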

A likely explanation is that mESCs and iMOP cells lack other essential factors that work in concert with Atoh1 to activate these target genes. Alternatively, the duration or level of expression of Atoh1 might be insufficient to induce such target genes.

Although our data show multiple novel downstream effects for Atoh1 and the miR-183 family, further studies are required to distinguish direct versus indirect gene targets for each factor. In conclusion, our analyses show that the role of Atoh1 in development is contextually dependent and is capable of regulating HC genes more efficiently in a later developmental context. Our study also demonstrates for the first time that the combination of Atoh1 and miR-183 family is more efficient than Atoh1 alone in driving the expression of HC genes. Results from this study and further analysis of target genes and pathways could ultimately lead to therapeutic treatments to protect HCs and prevent hearing loss.

## Supporting information

S1 Table Microarray data and differential expression analysis for mESCs transfected with different expression vector combinations.

S2 Table Microarray data and differential expression analysis for iMOP cells transfected with different expression vector combinations.

S3 Table Taqman assay IDs for qRT-PCR validation of differentially expressed genes in transfected mESCs and iMOP cells.

# Supplementary material for: Transcriptome-wide comparison of the impact of Atoh1 and miR-183 family on pluripotent stem cells and multipotent otic progenitor cells
**Source:** PLoS One. 2017 Jul 7;12(7):e0180855. doi: 10.1371/journal.pone.0180855
**Supplement:** S3 Table

**S3 Table**. Taqman assays for quantitative RT-PCR

| **Gene Symbol** | **Gene name** | **Taqman Assay ID** | **NCBI Gene Reference** |
| --- | --- | --- | --- |
| ***18S*** | Eukaryotic 18S rrna | Hs99999901_s1 | X03205.1 |
| ***Actc1*** | Actin, alpha, cardiac muscle 1 | Mm01333821_m1 | NM_009608.3 |
| ***Atoh1*** | Atonal homolog 1 (Drosophila) | Mm00476035_s1 | NM_007500.4 |
| ***Cdhr1*** | Cadherin-related family member 1 | Mm00499982_m1 | NM_130878.2 |
| ***Chrnb1*** | Cholinergic receptor, nicotinic, beta polypeptide 1 (muscle) | Mm00680412_m1 | NM_009601.4 |
| ***Dll1*** | Delta-like 1 (Drosophila) | Mm01279269_m1 | NM_007865.3 |
| ***Dll3*** | Delta-like 3 (Drosophila) | Mm00432854_m1 | NM_007866.2 |
| ***Ebf2*** | Early B cell factor 2 | Mm00438625_m1 | NM_010095.6 |
| ***Gfra3*** | Glial cell line derived neurotrophic factor family receptor alpha 3 | Mm00494589_m1 | NM_010280.3 |
| ***Helt*** | Helt bhlh transcription factor | Mm00723333_g1 | NM_173789.4 |
| ***Hes6*** | Hairy and enhancer of split 6 | Mm00517097_g1 | NM_019479.3 |
| ***Id2*** | Inhibitor of DNA binding 2 | Mm00711781_m1 | NM_010496.3 |
| ***Id3*** | Inhibitor of DNA binding 3 | Mm01188138_g1 | NM_008321.2 |
| ***Lama1*** | Laminin, alpha 1 | Mm01226102_m1 | NM_008480.2 |
| ***Lbh*** | Limb-bud and heart | Mm00522506_m1 | NM_029999.4 |
| ***Lzts1*** | Leucine zipper, putative tumor suppressor 1 | Mm01345507_m1 | NM_199364.2 |
| ***Mfap4*** | Microfibrillar-associated protein 4 | Mm00840681_m1 | NM_029568.2 |
| ***Mical1*** | Microtubule associated monooxygenase, calponin and LIM domain containing 1 | Mm00506780_m1 | NM_138315.2 |
| ***Nanog*** | Nanog homeobox | Mm02384862_g1 | NM_028016.2 |
| ***Ndnf*** | Neuron-derived neurotrophic factor | Mm00549567_m1 | NM_172399.3 |
| ***Nr2f2*** | Nuclear receptor subfamily 2, group F, member 2 | Mm00772789_m1 | NM_009697.3 |
| ***Nr5a2*** | Nuclear receptor subfamily 5, group A, member 2 | Mm01285336_m1 | NM_030676.3 |
| ***Peg3*** | Paternally expressed 3 | Mm01337379_m1 | NM_008817.2 |
| ***Pim2*** | Proviral integration site 2 | Mm00454579_m1 | NM_138606.2 |
| ***Pknox2*** | Pbx/knotted 1 homeobox 2 | Mm00455847_m1 | NM_148950.3 |
| ***Pou3f1*** | POU domain, class 3, transcription factor 1 | Mm00843534_s1 | NM_011141.2 |
| ***Prdm14*** | PR domain containing 14 | Mm01237814_m1 | NM_001081209.2 |
| ***Prtg*** | Protogenin homolog (Gallus gallus) | Mm00615501_m1 | NM_175485.4 |
| ***Rab15*** | RAB15, member RAS oncogene family | Mm00513627_m1 | NM_134050.4 |
| ***Rab25*** | RAB25, member RAS oncogene family | Mm00444175_m1 | NM_016899.4 |
| ***Robo2*** | Roundabout homolog 2 (Drosophila) | Mm00620713_m1 | NM_175549.4 |
| ***Selm*** | Selenoprotein M | Mm00459806_m1 | NM_053267.2 |
| ***Sema6a*** | Sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6A | Mm00444441_m1 | NM_018744.2 |
| ***Sema7a*** | Sema domain, immunoglobulin domain (Ig), and GPI membrane anchor, (semaphorin) 7A | Mm00441361_m1 | NM_011352.2 |
| ***Smad3*** | SMAD family member 3 | Mm01170760_m1 | NM_016769.4 |
| ***Snai2*** | Snail homolog 2 (Drosophila) | Mm00441531_m1 | NM_011415.2 |
| ***Sox15*** | SRY (sex determining region Y)-box 15 | Mm00839542_g1 | NM_009235.2 |

How the deposited data were processed for this re-analysis (not part of the article)

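Gene expression was measured in 30 samples on Affymetrix Mouse Gene arrays. mESCs and iMOP cells were each studied untransfected and 48 h after transfection with pT, pAT, p183T or p183AT, with 3 samples per group. Transfected cells were sorted for red fluorescent protein. The submitters state that RNA was labelled with the WT PLUS kit and that the values were made with Affymetrix Expression Console 1.4.1.46 and RMA. The authors' deposited values are on the log2 scale. Which arrays were normalized together is not given in the sources used here, and the distributions of the columns of both cell lines differ. All 30 columns were mapped to a sample, and 0 were left over.

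The values were used as deposited. Of 41345 transcript clusters, 16010 carried no symbol here and were not tested, 23521 carried 1 symbol and 1814 carried several. There were 22180 different symbols, of which 1082 had more than 1 cluster, and such a gene is reported by the cluster of highest mean. A gene is called dim in a group where its mean is under log2 5, and dim in a comparison where the means of all compared groups are. Array medians lay between log2 4.37 and 4.69, and the correlation between replicates between 0.975 and 0.993. The median residual SD was 0.186 in mESCs and 0.200 in iMOP cells.

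Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with p-values adjusted by the method of Benjamini and Hochberg over all tested clusters and a threshold of 0.05. The untransfected lines were compared in a fit of their 6 arrays. Each transfection was compared with pT, p183AT with pAT, and pT with untransfected cells in a fit of the 15 arrays of a cell line. The difference between the cell lines in each response was tested in a fit of all 30 arrays, and non-additivity of Atoh1 and the miR-183 family in a fit of the 15. Counts were also made at the paper's thresholds (a fold of at least 1.5, or above 2 for the untransfected lines, and an unadjusted p under 0.05, or under 0.06 for p183AT against pAT). The methods' test, a one-way comparison of each pair, was run as well, with Tukey biweight averages (tuning constant 5, epsilon 1.0e-04).

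Lists of genes were written from textbook knowledge or copied from the genes the study names. They cover naive and core pluripotency, the primed epiblast, mesendoderm, the Notch pathway, BMP and ID genes, hair cells, otic progenitors and supporting cells, neurogenesis, interferon-stimulated genes, p53 targets, the cell cycle, FGF and MAPK feedback with immediate early genes, cholesterol synthesis, unfolded protein and amino acid stress, heat shock, fibroblasts, glia and other neural cells, imprinted genes, cadherins and epithelium, olfactory and vomeronasal receptors, small nucleolar RNAs and histones. The study's own lists are its pluripotency markers, hair cell enriched genes, cerebellar Atoh1 targets and predicted miR-183 family targets. Of 522 different genes, 34 were not on a cluster of their own and were not analysed here. Each list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, 480 tests in all, adjusted together.

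Genes were named by a rule. It takes *Atoh1*, *Mir183*, *Mir96* and *Mir182*, every gene the paper names for these arrays, the 10 highest and 10 lowest log2 fold changes per comparison among called clusters with 1 symbol and groups that do not overlap, up to 4 called members of each list per comparison, and the 5 highest and 5 lowest differences between the cell lines. The genes the paper names were known when the lists were written, and several lists hold some of them. Genes named outside the rule are marked where they appear.

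Mean profiles were clustered by complete linkage on Euclidean distance. Overlaps between the cell lines were tested with Fisher's exact test. Overlaps between comparisons that share the pT arrays were set against 100 simulations with shared controls. Recovery of known changes with pAT against pT was tested on simulated data with the spread of each gene in these arrays and noise independent between genes. Other divisions of the same arrays were counted, all 10 for 3 arrays against 3 and 100 drawn ones for the tests of differences between responses.

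The alternatives tried were 1 fit of all 30 arrays, a fit of only the compared arrays, a term for the replicate number, dim clusters left out (log2 at least 6 on at least 3 arrays kept), quantile normalization again over all 30 arrays, eBayes with a trend, 1 cluster per symbol, the methods' test with either average, an estimated correlation for lists, and each array of the compared groups left out in turn. The overlap of genes higher in both cell lines under each alternative, with and without the genes that the vectors carry, was added after seeing the data.

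The folds, averages and p-values of the paper's supplementary tables were compared with the methods' test for the first 1999 of 29720 entries, the part used here, of which 1663 were tested clusters. All p-values of the methods' test lay within 0.001 of the paper's. The set of genes enriched in hair cells, the database of predicted targets, the full set of cerebellar targets, gene ontology terms and the expression data of the inner ear were not used here, so only genes that the paper names from them are reported. The qRT-PCR was not analysed here. The shift of predicted targets by seed site was not tested.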

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

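The tests of the iMOP standard errors in mESCs, of a smaller rise of Atoh1, of a response that differs by cell line, of an effect of Atoh1 on small nucleolar RNAs and of feeder fibroblasts were chosen after the result was seen.

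Responses that differ between the cell lines were picked out by the test of the difference, iMOP minus mESC. With pAT 79 genes differed and with p183AT 81. With pAT the highest differences were 2.04 for Rab25 (adjusted p = 3.4e-05), 1.69 for Rab15, 1.67 for Sema7a, 1.35 for Hsd17b14 and 1.25 for Mical1. The lowest were -2.55 for Fgf5 (adjusted p = 0.00045), -2.39 for Snora44, -2.07 for Car2, -1.95 for Snord118 and -1.91 for Id2. With p183AT the differences were 2.61 for Rab25 (adjusted p = 1.0e-07), 2.34 for Sema7a, 1.51 for Mical1, 1.38 for Rab15 and 1.20 for Mreg, and -2.52 for Fgf5, -2.34 for Car2, -2.23 for Mir96, -2.20 for Lama1 and -1.97 for Id2. The calls of Mical1 with pAT and of Rab15 with p183AT were lost when only the compared arrays were fitted, and that of Mir96 with p183AT there and after quantile normalization. The call of Snord118 was lost when only the compared arrays were fitted, after quantile normalization and without any of 7 single arrays.

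More genes changed with Atoh1 in mESCs (202) than in iMOP cells (5) by limma's adjusted p, or 54 in iMOP cells without pT replicate 1. At the paper's thresholds with limma's unadjusted p the counts were 368 and 375, so the gap is not seen there, and 2111 and 1696 genes had an unadjusted p under 0.05. A larger spread between the iMOP arrays is left open, since with the mESC standard errors 216 genes would be called in iMOP cells, but other divisions of the same iMOP arrays gave up to 411 in that calculation and 2 others reached the count. With the iMOP standard errors 185 genes would be called in mESCs (median standard error 0.163 in iMOP cells and 0.149 in mESCs, other divisions up to 18), which goes against it. However, 93 of the 202 genes were dim in iMOP cells, and over the clusters that were not, this exchange took the mESC count from 115 to 59, with 13 in iMOP cells. The rise of Atoh1 differed by 0.042 (standard error 0.25), which is too imprecise to exclude a smaller rise. The 79 genes whose response differed are what a response that differs by cell line needs, so such a response may account for part of the pattern.

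Small nucleolar RNAs in iMOP cells had lower values with pAT than with pT (mean log2 fold change -0.74 over 73 RNAs, 0 called over all genes and 43 lower adjusted over the list alone, adjusted p = 2.2e-41 from camera, and adjusted p = 0.16 with an estimated correlation). The medians of the 3 arrays of a single group ranged over as much as 1.456, more than the difference of -0.80 between the group averages of these medians, so a yield of short RNA that differs from array to array is consistent with the pattern. An effect of Atoh1 remains open, since the same list had a mean of -0.016 in mESCs, which need not respond alike.

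Cells with pT, which the paper uses only as the control, differed from untransfected cells in 3330 genes in mESCs and 10460 in iMOP cells. The scaling between arrays does not explain this, since 10683 genes were called in iMOP cells after quantile normalization. Feeder fibroblasts in the untransfected mESC cultures, which the sort for red fluorescent protein would remove, remain open for genes lower with pT. In mESCs 1791 genes were higher with pT, while the median log2 fold change over all clusters was -0.02. The values were normalized between arrays, so a median near 0 says nothing about feeders. Loss of feeder RNA could raise genes that feeders lack relative to the others, so feeders remain open for the higher genes too. The median of -0.068 over 21 fibroblast genes decides nothing, since 2 were higher and 4 lower by limma. Col1a1 had -0.45 (adjusted p = 0.077), Col1a2 -0.43 and Sparc -0.07, Fn1 (0.04) is too abundant in mESCs to show a small share, and Lox (-1.57) and Acta2 (-1.60), chosen after their values were seen, were lower with pT. A step shared by both lines, such as transfection and sorting, cannot be told apart from changes of each line, since the correlation across clusters was 0.141 (Spearman 0.046, clusters are not independent replicates) and 923 of 1605 genes changed in both lines did so in the same direction.

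With 3 arrays against 3 there are 10 divisions, too few for a share under 0.05. The real count and the highest of the others were 14556 and 0 for the untransfected lines, 202 and 1 for pAT in mESCs, 3 and 1 for p183T in mESCs, 267 and 0 for p183AT in mESCs, 3 and 18 for p183AT against pAT in mESCs, 5 and 0 for pAT in iMOP cells, 3 and 5 for p183T in iMOP cells, 35 and 0 for p183AT in iMOP cells, 3 and 0 for p183AT against pAT in iMOP cells, and 0 for pT against untransfected cells in either line. Among 100 divisions, the 79 genes that respond differently to pAT were reached by 2, the real one included, so chance is argued against, although the other one gave 136. It is not excluded for the 81 genes of p183AT, which 7 divisions reached (highest other 227). For p183T and non-additivity the real count is 0, which all 100 divisions reach by construction, so they decide nothing (highest other 3 for p183T, and 8 in mESCs and 326 in iMOP cells for non-additivity). The divisions for non-additivity mix the vectors, so effects of the vectors alone can give such counts, and whether 326 reflects another structure of the samples was not tested.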

How the results depend on the processing

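The arrays' precision limits small changes, and many dim clusters lie near background. Of 10128 values of 722 named results under the alternatives, 9198 kept their side of the threshold, 865 lost the call and 65 gained one. With a call in either fit 0 reversed, and a change of sign between values without a call was not counted. In at least 1 alternative, 296 of the 549 called results lost the call. Of 4740 values of 480 list tests, 4416 kept their side of the threshold, 184 lost the call and 140 gained one. A list counted as reversed only where it was called in opposite directions by both fits, and 0 were. Of the 143 called lists, 75 lost the call at least once. Where a count below moved, the cause was not tested unless fewer genes or arrays are named.

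Leaving out dim clusters tests fewer genes. It gave 7519 genes (3666 at the paper's thresholds) for the untransfected lines, 6256 for pT against untransfected iMOP cells, 315 and 233 for pAT in mESCs, 8 for pAT in iMOP cells (3 of the 5 kept), and at the paper's thresholds 10 and 16 for p183T in mESCs and iMOP cells, 314 and 184 for p183AT, and 70 and 52 for p183AT against pAT. The genes higher in both lines with p183AT fell to 9, and by the methods' test with Tukey biweight averages to 10. Without the genes of the vector they were 12, or 5 and 6 with these settings. All were chosen after seeing the data. Fitting only the compared arrays, with fewer residual degrees of freedom, gave 89 for pAT and 80 for p183AT in mESCs, 1 and 6 in iMOP cells, and 30 and 26 for the differences between the lines. With all 30 arrays in one fit there were 39 for pAT (5 kept), 66 for p183AT (32 kept) and 6 for p183AT against pAT in iMOP cells.

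The methods' test, adjusted over all genes, gave 1115 and 4348 for pT against untransfected mESCs and iMOP cells, 3 for pAT in mESCs, and 0 for p183T, p183AT and p183AT against pAT in either line and for pAT in iMOP cells. At the paper's thresholds it gave 28 for p183T and 58 for p183AT against pAT in mESCs (69 with biweight averages), and in iMOP cells 138 for pAT, 49 for p183T and 126 for p183AT (132, 57 and 130 with biweight averages) and 63 for p183AT against pAT. With an estimated correlation 69 of the 143 list calls were left.

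With a block for the replicate number, pAT in iMOP cells gave 13 genes (8 higher, 5 lower). Residuals of same-numbered arrays correlated by more than 0.1 for 9 of 30 pairs in each line. The mean was 0.03 in mESCs and 0.06 in iMOP cells, and -0.01 and -0.03 for different numbers. What same-numbered arrays share is not given in the sources used here, so the main fits hold no term for it. However, 11 of 15 iMOP arrays and 4 of 15 mESC arrays were nearest to arrays of their own number. A step shared by same-numbered iMOP arrays is therefore not excluded.

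Leaving out 1 array at a time gave 12760 to 13909 genes for the untransfected lines (5522 to 5619 at the paper's thresholds), 2152 to 2779 for pT against untransfected mESCs and 8426 to 10698 for iMOP cells. In mESCs it gave 102 to 134 for pAT (367 to 519), 3 to 3 for p183T (62 to 115), 123 to 297 for p183AT (558 to 999) and 3 to 4 for p183AT against pAT (169 to 572). In iMOP cells it gave 3 to 54 for pAT (324 to 773), 3 to 4 for p183T (166 to 303), 14 to 30 for p183AT (292 to 773) and 3 to 4 for p183AT against pAT (158 to 273). The lowest counts are for fewer arrays and so less power. The 54 came without pT replicate 1. Differences between the lines ran from 43 to 132 for pAT, 0 to 1 for p183T and 40 to 92 for p183AT, non-additive genes from 0 to 0 in mESCs and 0 to 1 in iMOP cells, list calls from 140 to 149, and genes higher in both lines from 5 to 10 for pAT and 13 to 25 for p183AT. The shift of predicted targets by seed site was planned and was not run, since no genome was used here.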

Differences from the paper's values

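Counts are at the paper's thresholds with limma's unadjusted p. A count is within the paper's where neither is more than 1.5 times the other, and a fold also where both differ by less than the SD of the folds of the single arrays on the linear scale. For the untransfected lines the paper's total is 3623 and the one here 5530, and the paper's count of lower genes is 1929 against 3958. Of the alternatives set before the data were examined, the total comes within the paper's when dim clusters are left out, after quantile normalization over all 30 arrays and with 1 cluster per symbol, and the count of lower genes with the first pair of these only. The paper's Bmp4 fold of 14 compares with 30.1 here, and none of the 14 alternatives comes within it. Bmp4 was dim in iMOP cells, so the size of this fold rests on a value near background.

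For pAT in iMOP cells the paper's total is 150 against 375 here, its higher genes 80 against 153 and its lower genes 70 against 222. All 3 come within the paper's under the methods' test with either average, the higher genes also with dim clusters left out, and none of the other alternatives does so. For p183T in mESCs the paper's lower genes are 11 against 25, within it only under the methods' test with either average. For p183AT in iMOP cells the paper's higher genes are 94 against 199 and its lower genes 54 against 106, both within it with dim clusters left out and under the methods' test with either average only. For p183AT against pAT in mESCs the paper's higher genes are 49 against 80, within it when only the compared arrays are fitted, after quantile normalization, with 1 cluster per symbol and under the methods' test with Tukey biweight averages. The paper's lower genes there are 13 against 128, and no alternative comes within it. Genes higher in both lines with p183AT are 6 in the paper and 16 here, of which 4 are Atoh1 and the hairpins that the vector carries. Among alternatives chosen after seeing the values, leaving out these 4 genes gives 12, which is not within it and drops 0 of the paper's 6 genes. Leaving out dim clusters comes within it with 9, or 5 without the 4 genes, and drops 2 of the paper's 6, and these too were chosen after seeing the values. Without the 4 genes the methods' test gives 9 and with Tukey biweight averages 6, both chosen after seeing the values and dropping 0 of the paper's 6. With pAT, Tukey biweight averages without Atoh1 give 7 genes, those that the paper names, in a setting also chosen after seeing the values that drops 0 of them.

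The other counts lie within the paper's by this rule. The furthest are 246 lower genes for p183AT in mESCs against the paper's 168 and 40 higher genes for p183T in iMOP cells against the paper's 28, and the nearest include 368 genes for pAT in mESCs against the paper's 350. The fold of Dlx5 is 41.8 against the paper's 26.2, more than 1.5 times it and within the SD of the single folds on the linear scale, although the gap is beyond the SD of the iMOP arrays on the log2 scale (0.57). The folds of Pou3f4 (16.2), Zic1 (12.5) and Eya1 (5.23) are within 1.5 times the paper's.

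The paper lists Insig1 among genes above its fold of 5 in iMOP cells, and the fold here is 4.26 (5.57 after quantile normalization). By its qRT-PCR on separate RNA samples, Nanog was lower with Atoh1 in mESCs. For the arrays it states that Nanog and Zfp42 fell with Atoh1 in mESCs. Each had a log2 fold change of -0.37, below the fold of 1.5, while Nr5a2, Prdm14, Nr0b1 and Sox15 of the same list fell. Fgd4 (0.54) and Nnt (0.51) with Atoh1 in mESCs and Irgm1 (0.57) and Gm2694 (0.57) with Atoh1 in iMOP cells, which the paper gives as higher, are below that fold as well. Under the methods' test with Tukey biweight averages Fgd4, Nnt and Irgm1 pass the paper's thresholds, after quantile normalization Irgm1 and Gm2694 do, and Fgd4, Nnt, Irgm1 and Gm2694 each pass in at least 1 fit that leaves out 1 array. Among the targets that the paper gives as most repressed in mESCs, Zbtb20 had 0.20 and Eif4a2 0.05 (-0.53 at another cluster, which passes the paper's thresholds without p183T replicate 3 or pT replicate 1), whereas Slc39a1 and Rdh10 had -0.41 and -0.42. The paper gives Oxct2b as higher and Fat4 as lower with p183AT than with pAT in mESCs, and they had -0.05 and -0.12 at the cluster of highest mean and 0.87 and -0.70 at another. The paper lists predicted targets by a repression of more than 25%, most of them without statistical significance. Tbx1, which it gives as lower with p183T in iMOP cells, had -0.22 (adjusted p = 1), short of that repression. The paper takes Atoh1 and the miR-183 family to act synergistically in iMOP cells from a larger share of hair cell enriched genes. It also compares p183AT with pAT directly and reports qRT-PCR for genes higher with both factors. Non-additivity of each gene is another measure, for which 0 genes passed by limma (894 at an unadjusted p under 0.05). Its recovery with these arrays was not tested, so the 0 does not decide the paper's statement.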

Other observations

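mESCs that were transfected with the control vector and sorted differed from untransfected mESCs, and these steps cannot be separated here. Fgf5 and Otx2, genes of the primed epiblast, and Lef1, a factor of Wnt signaling, were higher with pT than in untransfected mESCs, along with the immediate early genes Fos, Fosb and Jun, the p53 targets Cdkn1a and Bbc3 and the chaperone Hspa5. Tcl1, Nr0b1 and Bmp4 were lower. Of 16 primed epiblast genes 14 were higher and 1 was lower by either adjustment (mean 1.02, adjusted p = 1.1e-14 from camera, and 0.0065 with an estimated correlation). Of 24 p53 targets 13 were higher and 1 was lower, or 17 and 1 adjusted over the list alone (mean 0.52, adjusted p = 3.4e-09, and 0.029 with an estimated correlation). The 24 genes of unfolded protein and amino acid stress had 8 higher and 0 lower, or 9 and 0 adjusted over the list alone (mean 0.44, and adjusted p = 0.032 with an estimated correlation). Of 28 naive and core pluripotency genes 2 were higher and 9 were lower (mean -0.28, adjusted p = 0.0022, and adjusted p = 0.10 with an estimated correlation). Fos had a log2 fold change of 2.59, Fgf5 of 2.38, Lef1 of 2.33 and Otx2 of 1.84, and 0 list calls reversed under the alternatives.

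In iMOP cells other classes differed between pT and untransfected cells. Histone genes such as H2bc12, small nucleolar RNAs such as Snora44, the Notch target Hes5 and the mesendoderm gene Foxa2 were higher than in untransfected cells, while Top2a, a topoisomerase of dividing cells, and Hmgcs1, an enzyme of cholesterol synthesis, were lower. Of 31 histone genes 24 were higher and 1 was lower, or 25 and 2 adjusted over the list alone (mean 1.43, adjusted p = 2.7e-11, and adjusted p = 0.21 with an estimated correlation). Of 73 small nucleolar RNAs 56 were higher and 0 were lower (mean 1.39, and adjusted p = 0.42 with an estimated correlation), with array medians of log2 7.86 to 8.04 in untransfected cells. For 17 mesendoderm genes the counts were 12 and 0 (mean 0.49, and adjusted p = 0.19 with an estimated correlation). H2bc12 had a log2 fold change of 2.93, Hes5 of 2.45, Foxa2 of 1.01, Top2a of -1.72 and Hmgcs1 of -1.62.

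With Atoh1 in mESCs, interferon-stimulated and imprinted genes rose. Zbp1, a nucleic acid sensor, and Parp12, an antiviral enzyme, are interferon targets, and Peg3, Igf2, Cdkn1c and Peg10 are imprinted growth genes. Of 38 interferon-stimulated genes 3 were higher and 0 were lower, or 5 and 0 adjusted over the list alone (mean 0.23, and 0.0040 with an estimated correlation), and their response differed in iMOP cells (adjusted p = 0.0016 with an estimated correlation). Of 25 imprinted genes 4 were higher and 0 were lower, or 6 and 1 adjusted over the list alone (mean 0.22, and 0.0082 with an estimated correlation). Parp12 had a log2 fold change of 1.23, Igf2 of 1.08 (lost when only the compared arrays were fitted) and Cdkn1c of 0.91. The call of Peg10 was lost without pT replicate 1 or pT replicate 2. The study also shows Zbp1, Parp12 and Peg3 from these samples, so for them these lists are not independent evidence. Trp53i11 was the only p53 target called with Atoh1 in mESCs (list adjusted p = 0.87).

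Several lists had no called member with Atoh1 in mESCs over all genes by limma, with 2111 genes at an unadjusted p under 0.05 and 3 by the methods' test. Cell cycle (adjusted p = 0.87), cholesterol synthesis (0.095), unfolded protein and amino acid stress (0.059), heat shock (0.45), glia and other neural cells (0.46) and histones (0.92) did not pass camera. Fibroblast genes had a mean of 0.19 (adjusted p = 0.0028, and adjusted p = 0.25 with an estimated correlation). In untransfected iMOP cells against mESCs, p53 targets were 5 higher and 17 lower, interferon-stimulated genes 3 and 21, imprinted genes 3 and 17, fibroblast genes 5 and 13, glia and other neural cells 3 and 8, heat shock genes 4 and 5, unfolded protein and amino acid stress genes 12 and 6, histones 13 and 12, neurogenesis genes 16 and 11 and cadherins and epithelium 6 and 15. Of these, p53 targets (adjusted p = 0.0070), unfolded protein and amino acid stress (0.025), imprinted genes (0.042) and neurogenesis (0.0051) passed camera, and none did so with an estimated correlation. These counts depend on the scaling. After quantile normalization interferon-stimulated genes were 6 higher and 16 lower, unfolded protein and amino acid stress genes 13 and 2, and neurogenesis genes 19 and 7. Olfactory and vomeronasal receptors, which these cells should lack, were 131 higher and 302 lower of 1394, and 187 and 190 after quantile normalization. The means of the primed epiblast (-0.11), mesendoderm (-0.23), hair cell (-0.22) and histone (-0.08) lists turned positive after quantile normalization, to 0.18, 0.02, 0.02 and 0.14.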
